# The Influence of Met Receptor Level on HGF-Induced Glycolytic Reprogramming in Head and Neck Squamous Cell Carcinoma

**DOI:** 10.3390/ijms21020471

**Published:** 2020-01-11

**Authors:** Verena Boschert, Nicola Klenk, Alexander Abt, Sudha Janaki Raman, Markus Fischer, Roman C. Brands, Axel Seher, Christian Linz, Urs D. A. Müller-Richter, Thorsten Bischler, Stefan Hartmann

**Keywords:** HNSCC, head and neck cancer, HGF, Met, cancer metabolism

## Abstract

Head and neck squamous cell carcinoma (HNSCC) is known to overexpress a variety of receptor tyrosine kinases, such as the HGF receptor Met. Like other malignancies, HNSCC involves a mutual interaction between the tumor cells and surrounding tissues and cells. We hypothesized that activation of HGF/Met signaling in HNSCC influences glucose metabolism and therefore substantially changes the tumor microenvironment. To determine the effect of HGF, we submitted three established HNSCC cell lines to mRNA sequencing. Dynamic changes in glucose metabolism were measured in real time by an extracellular flux analyzer. As expected, the cell lines exhibited different levels of Met and responded differently to HGF stimulation. As confirmed by mRNA sequencing, the level of Met expression was associated with the number of upregulated HGF-dependent genes. Overall, Met stimulation by HGF leads to increased glycolysis, presumably mediated by higher expression of three key enzymes of glycolysis. These effects appear to be stronger in Met^high^-expressing HNSCC cells. Collectively, our data support the hypothesized role of HGF/Met signaling in metabolic reprogramming of HNSCC.

## 1. Introduction

Head and neck squamous cell carcinoma (HNSCC) is a highly challenging malignancy accounting for more than 650,000 new cases of cancer worldwide each year [1]. There are several known risk factors, such as exposure to tobacco and alcohol, as well as poor oral hygiene and infection with high-risk human papilloma viruses (HPV). Comprehensive survival rates for HNSCCs are becoming less valid, since the tumor site, HPV status, and treatment regime have a high impact on survival. There is evidence for distinct variation in the genetic landscape of HPV-positive and HPV-negative HNSCCs, reflecting reasons for different treatment responses and outcomes of patients [2]. However, the hepatocyte growth factor (HGF) and its sole receptor, Met, seem to be important for both HPV-positive and -negative tumors. Seiwert and colleagues showed Met overexpression in approximately 90% of human tumor tissue samples and HNSCC cell lines [3]. Increased gene copy numbers or genetic mutations of Met are rather rare in HNSCC, so other mechanisms like transcriptional modulation could often be the cause for receptor overexpression [4]. Additionally, the ligand HGF was found to be overexpressed in almost 50% of human tumor tissue samples. HGF is not secreted by the tumor cells itself, but by tumor-associated fibroblasts [5]. Collectively, alteration and aberrant activation of HGF/Met signaling in HNSCC is correlated with poor prognosis and shorter overall survival in HNSCC patients [4,6,7].

The HGF/Met pathway is known to contribute substantially to proliferation, migration, invasion, metastasis, and anti-apoptotic signaling in HNSCC [8]. Furthermore, HGF plays a role in metabolic reprogramming of tumor cells. HGF enhanced expression of glucose transporters GLUT-1 and GLUT-4 in myocytes, increased glucose consumption and lactate production in a breast cancer model, and induced hexokinase 2 (HK2) expression in a lung cancer model [9,10,11]. These changes help to maintain aerobic glycolysis, also known as the Warburg effect, in cancer cells [12]. High glucose consumption and metabolism in HNSCCs is clinically relevant, since the uptake of (18)F-2-fluoro-2-deoxy-d-glucose (FDG), as used in PET/CT scans, is significantly associated with the expression of key molecules of glucose metabolism (GLUT, HK 2, HIF1a) [13].

Extensive glucose metabolism is thought to be beneficial for tumor cells [14,15]. Even if the yield of ATP is much higher when the cells perform oxidative phosphorylation (OXPHOS), adherence to aerobic glycolysis has some major advantages for the tumor cell. Glycolysis is clearly faster than OXPHOS, it generates more biosynthesis-relevant precursor molecules [14,15], and it has an impact on the tumor microenvironment, such as fibroblasts and cytotoxic T cells. Notably, high levels of lactate, which is the end product of aerobic glycolysis, suppress the activation and proliferation of cytotoxic T cells [16].

Importantly, Met knockdown led to impaired lymph node metastasis and prolonged survival in an in vivo HNSCC model [17]. Furthermore, primary tumors of patients with advanced lymph node spread (N2/N3) showed higher Met levels than those with early stage disease (N0/N1) [18]. Met expression was typically found to be higher in metastases compared to the corresponding primary tumors [18]. This illustrates the importance of HGF/Met signaling for metastatic spread and therefore underscores the potential of Met-targeting drugs in an advanced or metastatic stage disease of HNSCC.

The aim of our study was to evaluate the impact of HGF/Met signaling on glucose metabolism in HNSCC. Additionally, we addressed the question whether the Met expression level is relevant to the amount of metabolic reprogramming. This is important because targeted therapies, e.g., Met inhibition by tyrosine kinase inhibitors, are used in patients with advanced stage or recurrent/metastatic disease.

## 2. Results

To determine the impact of HGF/Met signaling on glycolysis in head-and-neck tumor cells in vitro, we used three established cell lines, one from a primary hypopharyngeal site (FaDu), one from a metastatic site originating from a tumor of the pharynx (Detroit 562), and a third from a primary tumor of the tongue (SCC-9). To check whether the Met receptor is activated when HGF (50 ng/mL) was added to the cells, we performed an immunoblot to detect activated Met receptor via an antibody specific for Met phosphorylated at residues Tyr1234/Tyr1235 (Figure 1). In all three cell lines, a strong signal only occurred with this antibody when cells had been stimulated with HGF. The addition of tyrosine kinase inhibitor PHA-665752 abrogated the signal, showing the HGF-specificity of the results. Next, we wanted to check whether HGF/Met signaling had an impact on the growth of the cell lines. Therefore, we subjected them to two different tyrosine kinase inhibitors known to inhibit Met. Both PHA-665752 and foretinib led, concentration-dependently, to a weaker signal in a crystal violet assay (Figure 2). In all three cell lines, foretinib exhibited an IC_50_ value of 2–3 µM, whereas PHA-665752 had a lower efficacy, with an IC_50_ of approximately 8 µM. Furthermore, stimulating the cell lines with HGF had a small, but significant, proliferating effect on Detroit 562 and SCC-9 cells, but only a nonsignificant effect on FaDu cells, as shown in the results of a crystal violet-based proliferation assay (Figure 3).

To get an idea which genes were regulated in these cell lines upon HGF stimulation, we performed mRNA sequencing (Tables S1–S3). Therefore, cells were stimulated with HGF for 16 h or were left untreated. 

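mRNA was sequenced from 18 libraries, 3 of untreated control cells and 3 of cells treated with 50 ng/mL HGF in each of the 3 HNSCC cell lines. The values used here are the authors' counts of reads per gene, which are whole numbers without normalization. The authors trimmed the reads, aligned them to GRCh38 with the GENCODE 28 annotation and counted every read that overlapped a gene's extent on its strand, so a read in the overlap of a pair of genes was counted for both. The deposited record of the series gives 48 h of treatment where the paper and the sample records give 16 h, and 16 h is used here. Total counts per library ranged from 35304770 to 44003970 with a median of 40138919. The median total was 38450071 in control and 37003062 in HGF-treated Detroit 562, 42013024 and 41294932 in FaDu, and 40030131 and 40386775 in SCC-9. Of 19901 genes, the 15475 with enough reads by edgeR's filterByExpr were tested. Library sizes were normalized by the TMM method, and a quasi-likelihood model with 6 groups, 1 per cell line and treatment, was fitted to all libraries together. HGF was compared with control within each cell line, with Benjamini-Hochberg adjustment over all genes tested, and a gene was called regulated at an adjusted p below 0.1 with a log2 fold change of at least 0.4 in either direction. The model held no term for the replicate number. The libraries proved to be paired by that number, so a fit with the replicate number as a block within each cell line was run as well. It is called the blocked fit and is given for many, though not all, of the calls that it changes. Counts of single genes are given after TMM normalization as mean ± SD (n = 3 libraries). The exact permutation test of 3 libraries against 3 is two-sided and can give no p below 0.1.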

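Whether the response to HGF differed between cell lines was tested directly, by the interaction of cell line and treatment in the edgeR fit. At a Benjamini-Hochberg adjusted p below 0.1, with no minimum fold change, the response differed between Detroit 562 and FaDu in 37 genes and between Detroit 562 and SCC-9 in 143 genes. Of these, 35 and 125 genes were also called regulated in Detroit 562. Between FaDu and SCC-9 edgeR gave 0 genes, with 337 at an unadjusted p under 0.05, and DESeq2 gave 5 with its fold change prior and 3 without. The blocked fit gave 2956, 4170 and 204 genes for these 3 comparisons. Fits with 1 library left out, here and below, were run without the block. Each leaves 1 pair incomplete, so a change can come from the ignored pairing as well as from that library. Without the block the first count also rested on single libraries. It was 4, 5 and 450 without Detroit 562 control 1, 2 and 3, 18 and 17 without Detroit 562 HGF 1 and HGF 3, 13 and 21 without FaDu control 1 and 2, and 15 and 19 without FaDu HGF 2 and HGF 3. The count against SCC-9 was 26, 14 and 1240 without Detroit 562 control 1, 2 and 3, and 56 and 59 without Detroit 562 HGF 1 and HGF 3. Without SCC-9 control 1, 2 and 3 it was 33, 58 and 45, and without SCC-9 HGF 1, 2 and 3 it was 39, 32 and 33.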

A Venn diagram of genes that were substantially up- or downregulated upon HGF stimulation in comparison to untreated controls shows that the cell lines reacted quite differently (Figure 4a). In Detroit 562, a total of 2850 genes were regulated, whereas in FaDu only 236 and in SCC-9 only 30 genes showed significantly different expression levels in comparison to the control (adjusted *p*-value *p*_adj_ < 0.1). Furthermore, FaDu and Detroit 562 shared 171 regulated genes and Detroit 562 and SCC-9 cells 21. 

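In Detroit 562, 954 genes were called up and 1812 down, 2766 in all, and 5947 genes had an unadjusted p under 0.05. In FaDu, 4 genes were called up and 0 down, with 1247 genes at an unadjusted p under 0.05. In SCC-9, 0 genes were called by edgeR, with 641 at an unadjusted p under 0.05. DESeq2 with its fold change prior called 2751 genes in Detroit 562, 66 in FaDu, of which 20 were down, and 19 in SCC-9. A replicate factor shared by the cell lines was added to it after the values had been seen. It then gave the paper's counts of 2850, 236 and 30. The blocked edgeR fit called 3327, 867 (557 down) and 305 genes, and it moved the FaDu and SCC-9 counts more than any other alternative. Without Detroit 562 control 1 the Detroit 562 count was 1586. The FaDu count was 0 without FaDu control 1, 74 without control 3, 36 without HGF 2, and 1 without HGF 1 or without HGF 3. Among the Detroit 562 genes that moved the same way in all 3 same-numbered pairs, the largest fitted rises and falls were mostly of genes near the detection floor. CFAP74, ZNF331, MYL7 and ZNF829 had 0 counts in every control library and between 1 and 6 counts in the HGF libraries. UNC13A and SCN3A had between 1 and 5 counts in the control libraries and 0 in every HGF library, and SCN3A missed the threshold without any 1 of the 6 libraries, at adjusted p values of 0.128, 0.122 and 0.2 without control 1, 2 and 3 and 0.152, 0.149 and 0.171 without HGF 1, 2 and 3. ESM1 rose from 40.9 ± 44.2 to 626.4 ± 623 normalized counts, a log2 fold change of 3.95 (standard error 0.837, adjusted p = 0.00432 from edgeR) that ranged from 2.73 to 5.34 with each Detroit 562 library left out. PSAPL1 changed from 98.42 ± 68.2 to 6.819 ± 6.33 (log2 fold change -3.80, standard error 0.719, adjusted p = 0.00303, range -4.48 to -3.27). BPIFA2 had 11, 13 and 14 counts in control and 2, 1 and 0 with HGF, or 13.22 ± 2.49 and 1.041 ± 0.996 normalized counts (log2 fold change -3.43, standard error 0.82, adjusted p = 0.00891, range -4.22 to -2.95). DESeq2 with its prior did not call MYL7, ZNF829, UNC13A, SCN3A or BPIFA2.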

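The 4 genes called in FaDu were DUSP6, IER3, GJB2 and ITGB5, each higher with HGF in 3 of 3 pairs. DUSP6 rose from 371.8 ± 69.5 to 1011 ± 330 normalized counts (log2 fold change 1.44, standard error 0.187, adjusted p = 0.0115 from edgeR), IER3 from 575.5 ± 87.5 to 1246 ± 267 (1.11, standard error 0.178, adjusted p = 0.062), GJB2 from 159 ± 25.6 to 314.7 ± 39.9 (0.99, standard error 0.16, adjusted p = 0.062) and ITGB5 from 648.9 ± 72 to 1209 ± 259 (0.90, standard error 0.154, adjusted p = 0.0921). Without FaDu control 1 none of the 4 was called, with an adjusted p of 0.16 for DUSP6, 0.55 for IER3 and GJB2, and 0.597 for ITGB5. IER3 and ITGB5 were not called without control 2 either (0.227 and 0.259). IER3, GJB2 and ITGB5 were not called without HGF 1 (0.226, 0.226 and 0.307) or without HGF 3 (0.301, 0.301 and 0.318). In a fit of the 6 FaDu libraries alone none was called, with an adjusted p of 0.689 for the first 3 and 0.771 for ITGB5. In Detroit 562 the log2 fold change of DUSP6 was 1.53 (adjusted p = 0.000247), that of IER3 0.51 (0.0372, and between 0.35 and 0.71 with each library left out), that of ITGB5 0.70 (0.00426) and that of GJB2 -0.08 (0.735). The response of GJB2 differed between the lines (Detroit 562 minus FaDu -1.06, adjusted p = 0.0849 from the interaction test). In the blocked fit the responses of GJB2 and IER3 both differed (adjusted p = 0.000355 and 0.00427). Those of DUSP6 and ITGB5 missed the threshold there (0.727 and 0.341).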

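Regulated genes were also counted across cell lines by their identifiers. Detroit 562 and FaDu shared 3 called genes, DUSP6, IER3 and ITGB5, all up in both. With 0 genes called in SCC-9 by edgeR, 0 were shared by Detroit 562 and SCC-9. DESeq2 with its fold change prior gave 39 shared genes for Detroit 562 and FaDu, 25 up and 14 down, and 11 for Detroit 562 and SCC-9, 1 up and 10 down. Adding the shared replicate factor, chosen after the values were seen, gave 171 and 21. The blocked fit gave 606 and 222 shared genes, of which 11 and 5 moved in opposite directions. The count for Detroit 562 and FaDu was 1 without Detroit 562 control 2, without Detroit 562 HGF 1, without FaDu HGF 1 or without FaDu HGF 3, 0 without FaDu control 1, 47 without FaDu control 3 and 22 without FaDu HGF 2. From the genes that each line regulated and the overlap between them (Figure 4a), the paper concludes that the cell lines reacted quite differently.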

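SLC6A9, GBP1, JDP2 and TNFAIP2 were each lower with HGF in 3 of 3 pairs in every cell line, and in the edgeR fit each was called in Detroit 562 alone. SLC6A9 lies on chromosome 1 of GRCh38 from 43991500 to 44031467. In Detroit 562 it changed from 1002 ± 49.7 to 458.7 ± 66.3 normalized counts, a log2 fold change of -1.13 (standard error 0.16, adjusted p = 0.000524). In FaDu the log2 fold change was -0.55 (adjusted p = 0.476) and in SCC-9 -0.44 (adjusted p = 1). Without FaDu HGF 2 it was called in FaDu, at -0.80 with an adjusted p of 0.0523. GBP1, on chromosome 1 from 89052319 to 89065360, changed from 235.7 ± 31.6 to 97.48 ± 10.7 in Detroit 562 (log2 fold change -1.27, standard error 0.172, adjusted p = 0.000346). Its log2 fold change was -0.67 in FaDu (adjusted p = 0.307) and -0.63 in SCC-9 (adjusted p = 0.568), and without FaDu control 3 it was called in FaDu, at -0.76 with an adjusted p of 0.0898. JDP2, on chromosome 14 from 75427716 to 75474111, changed from 4142 ± 551 to 2693 ± 398 in Detroit 562 (log2 fold change -0.62, standard error 0.171, adjusted p = 0.0158), with -0.46 in FaDu (adjusted p = 0.563) and -0.62 in SCC-9 (adjusted p = 0.922). TNFAIP2, on chromosome 14 from 103123442 to 103137439, changed from 7656 ± 1600 to 4653 ± 1220 in Detroit 562 (log2 fold change -0.72, standard error 0.248, adjusted p = 0.0437), with -0.61 in FaDu (adjusted p = 0.583) and -0.72 in SCC-9 (adjusted p = 1). In Detroit 562 TNFAIP2 missed the threshold without control 1 (-0.60, adjusted p = 0.172), without control 2 (-0.66, 0.127) and without HGF 3 (-0.52, 0.181). The blocked fit called all 4 genes in FaDu, with adjusted p values of 0.00127, 0.000572, 0.00224 and 7.19e-05 in the order above, and in SCC-9, with 0.00531, 0.00462, 0.0069 and 0.000529. DESeq2 with its fold change prior called GBP1 alone in these lines, at adjusted p values of 0.0157 and 0.0694, and a fit of the 6 SCC-9 libraries alone called GBP1 (0.0821), JDP2 (0.0785) and TNFAIP2 (0.0606) in SCC-9. Adding the shared replicate factor to DESeq2, chosen after the values were seen, called all 4 genes in both lines. No difference in response between Detroit 562 and either other line was detected for the 4 genes by the interaction test (adjusted p from 0.181 for SLC6A9 against SCC-9 to 1 for JDP2 and TNFAIP2 against SCC-9). In the blocked fit SLC6A9 and GBP1 fell further in Detroit 562 than in FaDu (0.00902 and 0.0341) and than in SCC-9 (0.000966 and 0.0231).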

The four differentially expressed genes (Glycine transporter SLC6A9, GTP binding protein GBP1, Jun dimerization protein JDP2, and TNFα-induced protein TNFAIP2) shared by FaDu and SCC-9 cells were also regulated in Detroit 562. We examined the expression levels of the Met receptor and found that the Met mRNA concentration was significantly higher in Detroit 562 than in the other two cell lines (Figure 4b). This is comparable to Western blot results (Figure 4c), which also showed a higher concentration on the protein level in this cell line. 

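MET lies on chromosome 7 of GRCh38 from 116672390 to 116798386. Its normalized count in control cells was 31810 ± 1510 in Detroit 562, 5941 ± 462 in FaDu and 11600 ± 709 in SCC-9. Untreated Detroit 562 exceeded untreated FaDu by a log2 fold change of 2.42 (standard error 0.109, 5.35-fold, adjusted p = 5.57e-12 from edgeR with Benjamini-Hochberg adjustment) and untreated SCC-9 by 1.46 (standard error 0.106, 2.74-fold, adjusted p = 1.64e-09). SCC-9 exceeded FaDu by 0.96 (1.95-fold, adjusted p = 2.86e-07). All 3 control libraries of Detroit 562 lay above those of both other lines (exact permutation test, p = 0.1 in each comparison). With each library left out in turn, the difference from FaDu stayed between 2.38 and 2.49 and that from SCC-9 between 1.42 and 1.51.

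**Figure D1:**
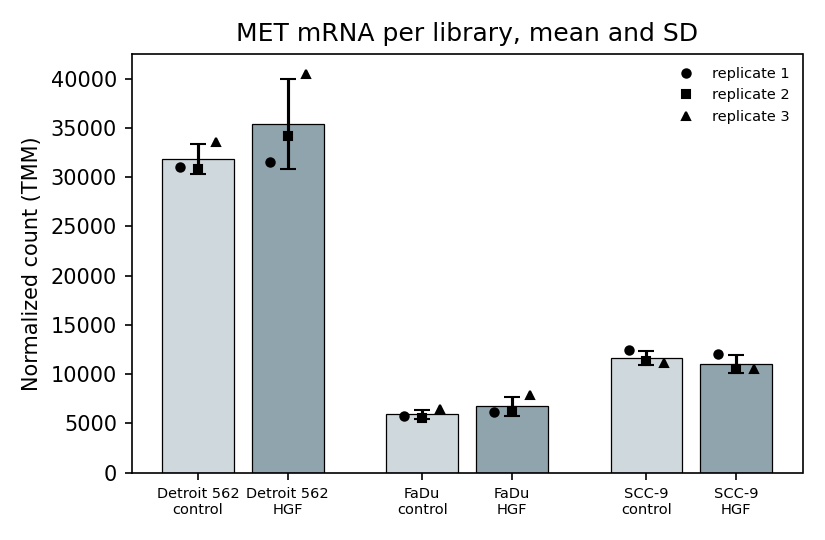
Normalized counts of MET by cell line and treatment. Bars show the mean of 3 libraries, error bars the SD and points the single libraries by replicate, and the 6 libraries of Detroit 562 lie above those of FaDu and SCC-9.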

Stimulation of cells with HGF did not lead to significant differences in the expression of the gene (Figure 4b).

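With HGF the normalized count of MET was 35390 ± 4610 in Detroit 562, 6755 ± 979 in FaDu and 11040 ± 883 in SCC-9. The log2 fold change was 0.15 in Detroit 562 (standard error 0.103, adjusted p = 0.292), 0.19 in FaDu (standard error 0.104, adjusted p = 0.641) and -0.07 in SCC-9 (standard error 0.104, adjusted p = 1). MET was higher with HGF in 3 of 3 pairs in Detroit 562 and FaDu and in 0 of 3 in SCC-9, and the exact permutation test gave p = 0.2, 0.3 and 0.5. In the blocked fit the adjusted p was 0.0273 in Detroit 562 and 0.0384 in FaDu, at fold changes below the minimum of 0.4, so MET was not called in either fit.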

To get an idea which pathways in the cells are regulated the most upon HGF stimulation, we performed functional enrichment analysis based on genes with significant differences in expression levels in our mRNA sequencing analysis (see Materials and Methods). Table 1 shows a list of the most upregulated signaling pathways in Detroit 562. Among these are several ones linked to cell proliferation, e.g., Ribosome biogenesis. Furthermore, genes for laminins and integrins, which belong to the focal adhesion gene group are highly upregulated, contributing to a higher cell motility. 

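The enrichment tables of the paper list the genes behind each pathway, and these were looked up in the fit for Detroit 562. All 22 genes that the paper lists for Ribosome biogenesis in eukaryotes were called up. Their log2 fold changes ranged from 0.41 to 0.58 with a median of 0.47, so each lay close to the minimum of 0.4. The paper chose these genes, and those it lists for the pathways below, on the same libraries. Such counts are therefore not independent evidence.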

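Of the 26 genes that the paper lists for focal adhesion, 23 were called up in Detroit 562 without the block, and VEGFC, SHC3 and PGF were not. The blocked fit called all 26. Laminins and integrins were also tested as families, each gene by its symbol. Of 12 laminin genes tested, 2 were called up and 1 down, with 2 up and 2 down when adjusted over the list alone. Their median log2 fold change was 0.12 and the set test missed its threshold (limma's fry, adjusted p = 0.501 over 30 set tests). Of 25 integrin genes tested, 5 were called up and 1 down, with the same counts adjusted over the list alone. Their median was 0.18 (fry, adjusted p = 0.225). Without Detroit 562 control 3 the integrin median was 0.35 and the adjusted p 0.0503. With the replicate number as a block, the adjusted p was 0.000298 for laminins and 3.01e-05 for integrins. ITGA5 had a log2 fold change of 1.07 (adjusted p = 0.00226 from edgeR), ITGA2 of 0.64 (0.0446) and ITGB1 of 0.49 (0.00978). With each library left out ITGA2 ranged from 0.29 to 0.86 and ITGB1 from 0.35 to 0.65, below the minimum of 0.4 at the lower end. ITGB4 (0.04, adjusted p = 0.83) and ITGB6 (-0.02, adjusted p = 0.956) did not change detectably.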

The pathways for MAPK and PI3K-Akt are also in the top ten pathways reported to be activated upon MET activation and to contribute to proliferation and differentiation. 

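Of the 33 genes that the paper lists for MAPK signaling, 30 were called up in Detroit 562, with a median log2 fold change of 0.80. Of the 35 listed for PI3K-Akt signaling, 32 were called up, with a median of 0.69. These counts are without the block, and the blocked fit called all 33 and all 35. MAP2K1, which is in both lists, rose from 2550 ± 344 to 3569 ± 258 normalized counts, a log2 fold change of 0.49 (standard error 0.0891, adjusted p = 0.00218 from edgeR).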

Altogether the most upregulated pathways are in accordance with the reported effects of Met receptor activation. Functional classes enriched in downregulated genes include several pathways for degradation of different substances, like xenobiotics, chemical carcinogens, porphyrine, and chlorophyll (Table 2). These pathways have in common different glutathione S-transferases, glucuronyl- and glucuronosyltransferases, alcohol dehydrogenases, and aldehyde dehydrogenases, which are significantly downregulated upon HGF stimulation. 

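Of the 28 genes that the paper lists for chemical carcinogenesis, 26 were called down in Detroit 562, at a median log2 fold change of -1.27 over the list, and GSTM2 and GSTM1 were not. For metabolism of xenobiotics by cytochrome P450, 21 of 24 listed genes were called down, and for porphyrin and chlorophyll metabolism 12 of 15. These counts are without the block. The blocked fit called all 28, all 24 and all 15, GSTM2 and GSTM1 included. Each of these 3 lists holds all 9 genes of the UGT1A locus, as do 9 of the 29 pathways with a significant enrichment among the downregulated genes. The 9 genes lie nested on the plus strand of chromosome 2, with starts from 233617645 to 233760248 and ends from 233773299 to 233773310, so reads at their shared end were counted for all of them.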

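The 4 enzyme families were tested in Detroit 562 as sets of genes chosen by symbol, with limma's fry and Benjamini-Hochberg adjustment over 30 set tests. Of 15 glutathione S-transferase genes, 3 were called down, also when adjusted over the list alone. The median log2 fold change was -0.33 (fry, adjusted p = 0.156), and the adjusted p was 0.035 without Detroit 562 control 3, 0.0953 without HGF 1 and 0.000171 with the replicate number as a block. All 9 UDP-glucuronosyltransferase genes tested were called down, with a median of -1.42 (fry, adjusted p = 0.0452). They are the nested genes of the UGT1A locus. UGT1A1 changed from 8349 ± 3190 to 3036 ± 1420 normalized counts (log2 fold change -1.46, standard error 0.42, adjusted p = 0.0195 from edgeR), and the set missed the threshold without control 1 (adjusted p = 0.116), control 2 (0.109) or HGF 3 (0.118). Of 4 alcohol dehydrogenase genes, 3 were called down (median -3.27, fry, adjusted p = 0.0167), and 2 of them, ADH1B and ADH1C, overlap on the same strand. Of 17 aldehyde dehydrogenase genes, 9 were called down and 1 up, with 11 down and 1 up adjusted over the list alone (median -0.57, fry, adjusted p = 0.0848). This set missed the threshold without control 1 (adjusted p = 0.231), control 2 (0.211) or HGF 3 (0.243).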

For a more detailed look at the results of the enrichment analysis the complete tables can be found in the Supplementary data (Tables S4 and S5). 

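The paper's complete enrichment tables for Detroit 562 name 404 different genes behind 287 pathways with upregulated genes and 762 behind 311 with downregulated genes, significant or not. In the edgeR fit 378 of the 404 (93.6%) were called up and 653 of the 762 (85.7%) were called down, and in the blocked fit 397 and 723. Genes that could not be matched by name count as not called, and 400 and 732 were matched. The paper had called these genes in the same libraries at the same thresholds, so a high share was to be foreseen and is not independent evidence. In each of the paper's 44 significantly upregulated pathways most of the listed genes were called up, and in 17 all of them were. Of its 29 significantly downregulated pathways, most genes were called down in 27 and all in 8. In the other 2 most of the listed genes could not be matched by name, and 7 of 10 and 8 of 9 matched genes were called down.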

Of the 287 pathways with at least one significantly upregulated gene in Detroit 562, 44 pathways are significantly upregulated (*p*.adjust < 0.1, Table S4) and of the 311 with at least one significantly downregulated gene 29 pathways are significantly downregulated (*p*.adjust < 0.1, Table S5). In contrast to Detroit 562, less pathways are significantly regulated in the other two cell lines (FaDu 22 upregulated, none downregulated, SCC-9 6 upregulated, 7 downregulated, see Tables S6–S9).

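The paper's enrichment tables for FaDu list 152 pathways with upregulated genes, 22 of them significant, and 100 with downregulated genes, 0 of them significant. Of the 73 genes behind the first, 3 were called up by edgeR without the block and 71 in the blocked fit. Of the 34 genes behind the second, 0 were called without the block and 34 with it. In SCC-9 the upregulated pathways rest on 1 gene, CSF3. Its normalized count was 1963 ± 990 in control and 3223 ± 1640 in HGF-treated cells (log2 fold change 0.71, standard error 0.356, adjusted p = 1 from edgeR), and in the blocked fit its adjusted p was 0.000529. Of the 14 genes behind 84 pathways with downregulated genes in SCC-9, 7 of these pathways significant, 0 were called without the block and 13 with it. DESeq2 with the fold change prior and a replicate factor shared by the cell lines called 73, 34, 1 and 13 of these 4 sets.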

As HGF is known to play a role in metabolic reprogramming, we were interested in the mRNA sequencing results for the KEGG pathway hsa00010 (glycolysis/gluconeogenesis). 

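The genes of hsa00010 that were called up in Detroit 562 and are marked in the paper are HK2, ALDH1B1, PFKP and LDHA, with log2 fold changes between 0.43 and 0.65. ALDH1B1 rose from 574 ± 7.93 to 789.2 ± 33 normalized counts, a log2 fold change of 0.46 (standard error 0.0881, adjusted p = 0.00266 from edgeR with Benjamini-Hochberg adjustment). It was higher in 3 of 3 pairs and stayed above the minimum of 0.4 with each library left out.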

Four genes were upregulated, and enrichment analysis resulted in an adjusted *p*-value of 0.71 for this pathway (Table 1). 

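The genes of hsa00010 marked as downregulated in the paper are ADH1B, ADH1C, ADH7, ALDH1A3, ALDH3A2, ACSS2, FBP1, ALDH7A1, ALDH3B2 and ALDH3B1, and all 10 were called down in Detroit 562. Apart from the alcohol dehydrogenases, their log2 fold changes in the edgeR fit were -0.58 for ALDH1A3 (adjusted p = 0.0065), -0.48 for ALDH3A2 (0.0104), -0.53 for ACSS2 (0.0406), -1.21 for FBP1 (0.0287), -0.57 for ALDH7A1 (0.0203), -1.60 for ALDH3B2 (0.0303) and -0.99 for ALDH3B1 (0.00825). Each was lower in 3 of 3 pairs. Some calls depended on 1 library. ACSS2 missed the threshold without control 1 (adjusted p = 0.157), control 2 (0.11) or HGF 3 (0.119), and ALDH3B2 without control 1 (0.118) or HGF 3 (0.113). ALDH7A1 missed it without control 1 (0.125) and, by its fold change, without HGF 3 (-0.38), as well as in a fit of the 6 Detroit 562 libraries alone (0.102), and ALDH3A2 by its fold change without HGF 3 (-0.34).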

Ten genes were downregulated and accounted for an adjusted *p*-value of 0.41 (Table 2). Figure 5a shows a heat map of expression changes of genes associated with hsa00010. Genes quoted to be regulated in Table 1 and Table 2 are marked with asterisks. 

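HK2 lies on chromosome 2 of GRCh38 from 74833981 to 74893359. Its normalized count in control cells was 2123 ± 420 in Detroit 562, 2560 ± 420 in FaDu and 3095 ± 210 in SCC-9. Untreated Detroit 562 lay below untreated SCC-9 (log2 fold change -0.54, standard error 0.15, adjusted p = 0.00341 from edgeR, exact permutation test p = 0.1). The difference from untreated FaDu missed the threshold (log2 fold change -0.27, standard error 0.149, adjusted p = 0.115, exact permutation test p = 0.2).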

One of the upregulated genes is HK2, which codes for hexokinase II, an enzyme catalyzing the first, rate-limiting step of glycolysis, where glucose is phosphorylated to glucose-6-P. Detroit 562 showed the lowest HK2 expression in the control sample out of the three cell lines (Figure 6a). Stimulation with HGF led to an increase (log_2_ fold change of 0.64, *p*_adj_ < 0.1) of the mRNA concentration of this gene, leading to expression levels comparable to those of the other two cell lines.

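The normalized count of HK2 in HGF-treated Detroit 562 was 3341 ± 656. The log2 fold change was 0.65 (standard error 0.15, adjusted p = 0.00628 from edgeR), with a higher count in 3 of 3 pairs and an exact permutation p of 0.1. With each Detroit 562 library left out in turn, the log2 fold change stayed between 0.48 and 0.82. The count in HGF-treated Detroit 562 was 1.31 times that of untreated FaDu (exact permutation test, p = 0.1) and 1.08 times that of untreated SCC-9 (p = 0.8).

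**Figure D2:**
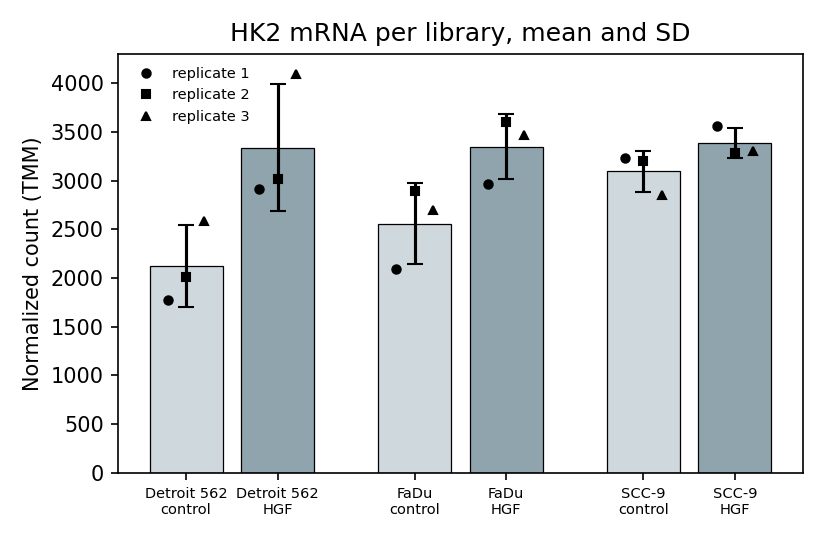
Normalized counts of HK2 by cell line and treatment. Bars show the mean of 3 libraries, error bars the SD and points the single libraries by replicate, and the mean in Detroit 562 goes from 2123 to 3341.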

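With HGF the normalized count of HK2 was 3350 ± 336 in FaDu and 3383 ± 154 in SCC-9, higher than control in 3 of 3 pairs in both lines. The log2 fold change was 0.39 in FaDu (adjusted p = 0.57 from edgeR) and 0.13 in SCC-9 (adjusted p = 1). In the blocked fit the adjusted p in FaDu was 0.000241, at a fold change just under the minimum of 0.4, and in SCC-9 it was 0.217, so HK2 was not called in either.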

HGF stimulation had also weak but no significant effects on HK2 expression in FaDu and SCC-9, with log_2_ fold changes of 0.398 and 0.129, respectively. Western blot of cell lysates after 48 h of stimulation with HGF confirmed the different expression levels in the three cell lines. Expression was comparable to control when tyrosine kinase inhibitor Foretinib was added (Figure 6b). Another important enzyme participating in glycolysis is lactate dehydrogenase (LDH), which catalyzes the conversion of pyruvate to lactate or vice versa. The gene for subunit LDHA was upregulated in Detroit 562 upon HGF stimulation (Figure 5a and Figure 6c, log_2_ fold change of 0.43, *p*_adj_ < 0.1). Also on protein level an increase of LDHA was observable (Western Blot, Figure 6d), but only with HGF alone, not in the presence of Foretinib.

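LDHA lies on chromosome 11 of GRCh38 from 18394388 to 18408425. In Detroit 562 its normalized count was 33780 ± 4270 in control and 45590 ± 3990 in HGF-treated cells, a log2 fold change of 0.43 (standard error 0.0901, adjusted p = 0.00394 from edgeR), with a higher count in 3 of 3 pairs. It fell under the minimum of 0.4 without control 1 (log2 fold change 0.36, adjusted p = 0.0308) and without HGF 3 (0.36, adjusted p = 0.0215). Untreated Detroit 562 did not differ detectably from untreated FaDu (log2 fold change -0.05, adjusted p = 0.601) and lay below untreated SCC-9 (-0.93, adjusted p = 6.81e-08).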

The genes that were downregulated the most coded for alcohol dehydrogenases. ADH7 was downregulated (log_2_ fold change −3.75, *p*_adj_ < 0.1) in Detroit 562, and its expression in the absence of any stimulation was low in all three cell lines (Figure 5a, and Tables S1–S3). 

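ADH7 lies on chromosome 4 of GRCh38 from 99412261 to 99435737. In Detroit 562 it had 74, 40 and 21 counts in the control libraries and 5, 2 and 0 in the HGF libraries of the same numbers. The fitted log2 fold change was -4.09 (standard error 0.679, adjusted p = 0.00163 from edgeR), from 45.39 ± 23.7 to 2.412 ± 2.48 normalized counts. It lay between -5.14 and -3.58 with each library left out. Few counts were left with HGF and the control counts varied, and the cause of this range was not tested. FaDu had 3, 0 and 0 counts in control and 0 in every HGF library, and SCC-9 had 0, 1 and 0 in both conditions, so no change was detectable there at this depth.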

Genes ADH1B and ADH1C were highly expressed in Detroit 562 cells, and stimulation with HGF led to a strong decrease in expression (Figure 5 and Figure 6e and Table S1, log_2_ fold changes of −3.16 and −3.14, respectively). 

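The deposited table places ADH1B on the minus strand of chromosome 4 of GRCh38 from 99304964 to 99352760 and ADH1C from 99336492 to 99353027, so most of ADH1C lies within the extent of ADH1B. In the later GENCODE 44 annotation ADH1B ends at 99321401 and ADH1C starts at 99336497, and the pair does not overlap. Each read in that overlap was counted for both genes, so reads of ADH1C there also entered the count of ADH1B. The count of ADH1C was 0.934 times that of ADH1B in the median Detroit 562 library, and the values of the pair are not independent. Most of the ADH1B count could thus be of ADH1C, and the values given for ADH1B are not of that gene alone. ADH1B changed in Detroit 562 from 1690 ± 921 to 173.9 ± 113 normalized counts (log2 fold change -3.28, standard error 0.477, adjusted p = 0.000653 from edgeR) and ADH1C from 1563 ± 844 to 162.6 ± 102 (log2 fold change -3.26, standard error 0.465, adjusted p = 0.000543). Both were lower in 3 of 3 pairs. With each library left out, the value for ADH1B stayed between -3.83 and -2.88. Untreated Detroit 562 exceeded untreated FaDu 25.1-fold in ADH1B (adjusted p = 4.5e-07), and SCC-9 had 1 or 2 counts per library.

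**Figure D3:**
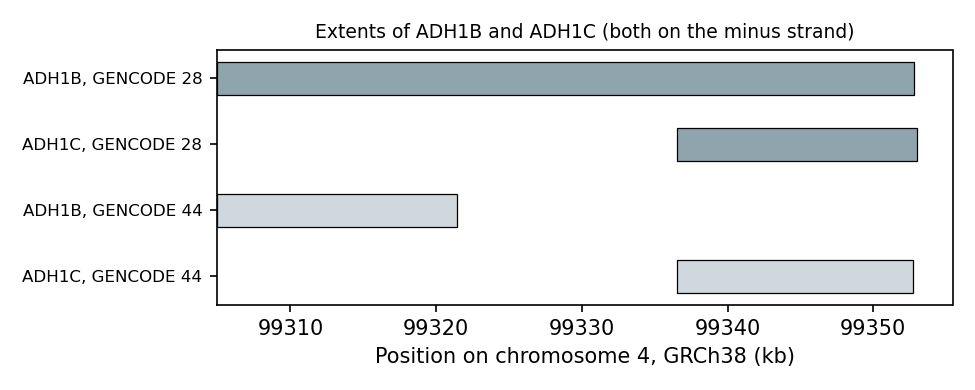
Extents of ADH1B and ADH1C on chromosome 4 in the annotation used for counting (GENCODE 28) and in GENCODE 44. Boxes span each gene from its start to its end, and the pair overlaps in the annotation used for counting alone.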

For ADH1B a Western blot confirmed that protein concentration was also reduced upon HGF stimulation (Figure 6f). Furthermore, no decrease in protein concentration was observed in the presence of 500 nM Foretinib.

To examine several other genes contributing to carbon metabolism, especially in cancer, we generated a heat map using KEGG pathway hsa05230 (Central carbon metabolism in cancer, Figure 5b). 

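Among the genes of hsa05230 that the paper marks as upregulated, HK2, PFKP, LDHA, PIK3CD, FGFR1, MYC and MAP2K1 were called up in Detroit 562. PIK3CD had a log2 fold change of 0.78 (adjusted p = 0.014 from edgeR) and MYC of 0.43 (0.00445). MYC fell under the minimum of 0.4 without control 1 (0.34) and without HGF 3 (0.37).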

Nine genes were upregulated and enrichment analysis resulted in an adjusted *p*-value of 0.07 (Table 1), showing that this pathway is significantly upregulated (*p*.adjust < 0.1). Nine genes were downregulated and accounted for a total adjusted *p*-value of 0.58 (Table 2). 

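Among the genes that the paper marks as downregulated in hsa05230, KIT, IDH1, MAPK3, ERBB2, FGFR2, FGFR3 and PIK3R3 were called down in Detroit 562. KIT had the largest fall of these in the edgeR fit (log2 fold change -1.20, standard error 0.246, adjusted p = 0.0037), from 1234 to 537.8 normalized counts. The log2 fold change was -0.82 for FGFR2 (adjusted p = 0.00535), -0.55 for ERBB2 (0.00173) and -0.83 for PIK3R3 (0.000891), which overlaps RP4-533D7.6 on the same strand. IDH1 (-0.57, adjusted p = 0.0646) and MAPK3 (-0.44, 0.0266) missed the threshold without single libraries. For IDH1 the adjusted p was 0.217 without control 1, 0.149 without control 2 and 0.214 without HGF 3. MAPK3 had log2 fold changes of -0.39 without control 1 or control 2 and -0.34 without HGF 3.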

The strongest effect on gene expression was found on two genes of the FGFR family. 

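FGFR1 lies on chromosome 8 of GRCh38 from 38411138 to 38468834. In Detroit 562 it rose from 230.2 ± 53.2 to 586.6 ± 186 normalized counts, a log2 fold change of 1.35 (standard error 0.228, adjusted p = 0.00141 from edgeR), and it stayed between 1.07 and 1.55 with each library left out. FGFR3, on chromosome 4 from 1793293 to 1808872, changed from 7569 ± 2550 to 3441 ± 1480, a log2 fold change of -1.14 (standard error 0.345, adjusted p = 0.025). Without control 1 it missed the threshold (log2 fold change -0.94, adjusted p = 0.12). FGFR1 was higher and FGFR3 lower with HGF in 3 of 3 pairs, and the exact permutation test gave p = 0.1 for both.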

The gene of FGFR1 was significantly upregulated in Detroit 562 (log_2_ fold change of 1.32), whereas the gene of FGR3 was significantly downregulated (log_2_ fold change of −1.11, Figure 5b and Figure 7a,c). For both receptors we were able to confirm these changes using quantitative PCR (Figure 7b,d). We were not able to investigate the receptors using Western blot in our cells, probably due to concentrations not high enough to be detected by the antibody.

To investigate if all these expression changes of glycolysis and cancer-relevant genes upon HGF stimulation led to changes in glucose metabolism in Detroit 562, we performed extracellular flux assays (glycolytic rate assays). Proton efflux and oxygen consumption can be measured in the supernatant of cells in several samples simultaneously and in real time with this kind of assay. The measured oxygen consumed accounts for the OXPHOS that has taken place in the cells and, in combination with an inhibition of mitochondrial function by rotenone and antimycin A, is used for calculating the fraction of proton efflux derived by CO_2_ from OXPHOS (oxidative phosphorylation). Subtraction of this mitochondrial acidification from total proton efflux results in the glycolytic proton efflux rate (glycoPER). All three cell lines were measured after 48 h HGF stimulation, HGF stimulation plus PHA-665752 treatment, or control treatment with medium alone. In Detroit 562, a notable effect of HGF on glycoPER was seen in comparison to the control, resulting in a higher value for basal and compensatory glycolysis compared to the control (Figure 8a). PHA-665752 treatment prevented this in part. FaDu cells also showed this increased glycolysis, but only to a minor extent, whereas SCC-9 cells show no increase at all (Figure 8a,c). These results demonstrate that HGF can indeed influence the glycolytic rate of head and neck cancer cells but that not every cell line responds to the same extent.

## 3. Discussion

It has been widely shown in several in vitro and in vivo studies that HGF/Met signaling contributes to malignant properties in HNSCC [8]. Clinical data underscore that overexpression of HGF and/or Met results in shorter overall survival of HNSCC patients [4,6,7]. In contrast, in a phase 1/2 trial with foretinib, a Met-targeting tyrosine kinase inhibitor, the best response was only stable disease, and phase 2 was not entered (NCT00725764). However, HGF/Met signaling is still considered clinically relevant, and there is an ongoing investigation of ficlatuzumab (a HGF-targeting monoclonal antibody) in a recruiting phase 2 trial in cetuximab-resistant R/M HNSCC patients (NCT03422536).

For the present study, we aimed to investigate the role of HGF/Met signaling in HNSCC cells with different levels of Met receptor expression. Since Met is a crucial driver of metastasis, we expected the highest Met expression level in a cell line derived from metastatic spread. We confirmed this hypothesis by Western blot analysis, showing the strongest signal for total Met in Detroit 562 cells (Figure 4c). Importantly, this cell line was generated from a distant metastatic site in a HNSCC patient (pleural effusion, [19]). Further investigation showed a Met gene copy number amplification in Detroit 562, further suggesting a clonal selection of Met^high^ tumor cells during the course of metastatic spread (data derived from cbioportal.com, [20]). Copy number changes are rare events in primary HNSCC tumors. However, systemic therapies, such as chemotherapy or targeted therapy, typically target locoregional or distant metastases, which show higher Met levels than the primary tumor.

Importantly, as shown in Figure 2 and Figure 3, the growth-stimulating effects of HGF and the efficacy of Met-directed tyrosine kinase inhibitors, such as PHA-665752 and foretinib, seem to be independent of Met expression levels. The IC_50_ values for foretinib were 3.1 µM in SCC9, 2.3 µM in Detroit 562, and 2.8 µM in FaDu. In another HNSCC model, comparable IC_50_ numbers were reported for crizotinib, a Met-directed tyrosine kinase inhibitor [5]. In their set of cell lines, a cell line derived from a locoregional metastatic site (UM-SCC22B) was included, and no differences in IC_50_ values were observed. Taken together, these findings suggest that changes in Met copy numbers can be present but do not necessarily influence the IC_50_ values of Met-directed tyrosine kinase inhibitors.

The effects of HGF on proliferation were quite low for all three cell lines (Figure 3). The increases in proliferation also do not correspond to the observed Met receptor levels, probably because a lot of other growth influencing pathways like, for example, other tyrosine kinases exist in different levels in the cells. These pathways could be already active, especially when grown in full FCS (fetal calf serum)-containing media, leading only to small increases when triggered by additional factors. However, the effects of HGF stimulation on gene upregulation determined by unbiased mRNA sequencing showed dramatic differences between the three cell lines used in our study, suggesting that substantial biological events take place that are far beyond simple proliferation assays (Figure 4). 

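The genes called in Detroit 562 were also followed in the other lines. Of the 954 genes called up in Detroit 562, 87.9% were higher with HGF in FaDu and 83.2% in SCC-9, where 48.6% and 50.7% of all genes tested were higher. Of the 1812 called down, 86.4% were lower in FaDu and 77.2% in SCC-9. The lists were selected in Detroit 562, which raises their medians there, and over all genes tested the median absolute log2 fold change was 0.22 in Detroit 562, 0.11 in FaDu and 0.08 in SCC-9. The median log2 fold change of the genes called up was 0.58 in Detroit 562, 0.19 in FaDu and 0.12 in SCC-9, and that of the genes called down was -0.75, -0.25 and -0.14. As sets, the 2 lists did not pass the threshold in FaDu (limma's fry, adjusted p = 0.145 for each) or in SCC-9 (0.242 for each). With the replicate number as a block they did, at 0.000435 and 0.000151 in FaDu and 0.00616 and 0.000837 in SCC-9. Without FaDu control 3 or without FaDu HGF 2 both lists passed the threshold in FaDu, at adjusted p values of 0.0783 and 0.0724.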

After HGF stimulation, Detroit 562 cells showed regulation of 2850 genes, whereas only 236 and 30 genes were regulated in FaDu and SCC-9, respectively. Importantly, all three cell lines shared only four genes with differences in expression levels after identical HGF stimulation. 

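By edgeR without the block the number of genes shared by all 3 cell lines was 0, with 0 genes called in SCC-9. It was 114 in the blocked fit, 34 up and 80 down, and the 4 genes SLC6A9, GBP1, JDP2 and TNFAIP2 were among them. DESeq2 with its fold change prior gave 1 gene, GBP1. Adding the shared replicate factor to it, chosen after the values were seen, gave these 4 genes. Without FaDu HGF 2 edgeR gave 2. For FaDu and SCC-9 alone, the blocked fit gave 133 shared genes, of which 92 were down in both, 40 up in both and 1 opposite.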

Compared to copy number variation (CNV) analysis (cbioportal.com), mRNA sequencing and immunoblotting showed significantly higher Met mRNA and protein levels in Detroit 562 (Figure 4b,c).

Enrichment analysis showed activation of signaling pathways and gene set characteristics for HGF stimulation (Table 1 and Table 2). Furthermore, among the significantly upregulated pathways was hsa05230 (Central carbon metabolism in cancer). This gene set assembles genes associated with the Warburg effect. Indeed, Detroit 562 showed strongly altered glycolysis after HGF stimulation (Figure 8a). 

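A list of 20 core glycolysis genes, HK2 and LDHA among them, was tested in Detroit 562. Its median log2 fold change was 0.17, with 15 of 20 genes higher, and the set passed the threshold (limma's fry, adjusted p = 0.0167). By edgeR 4 of the 20 were called up and 0 down, and the same counts held adjusted over the list alone.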

We could show that two genes encoding key enzymes of glycolysis were significantly upregulated in Detroit 562. In the other two cell lines these effects were smaller (Figure 5a and Figure 6a–d). 

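The normalized count of LDHA was 35080 ± 2040 in control and 40440 ± 2920 in HGF-treated FaDu (log2 fold change 0.21, adjusted p = 0.606 from edgeR), and 64440 ± 4090 and 64740 ± 3640 in SCC-9 (0.01, adjusted p = 1). The difference in response itself was not detected by the interaction test. For HK2 the log2 fold change in Detroit 562 exceeded that in FaDu by 0.27 (adjusted p = 0.646) and that in SCC-9 by 0.53 (0.263). For LDHA the differences were 0.23 (adjusted p = 0.51) and 0.43 (0.161). In the blocked fit all 4 differences passed the threshold, with adjusted p values of 0.0327 and 0.000296 for HK2 and 0.0741 and 0.00238 for LDHA.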

Although the glycolysis/gluconeogenesis pathway was neither significantly enriched in the set of up- nor in the set of downregulated genes, the changes in these key enzymes seem to be enough for an effect on glycolysis. HK2 has already been shown to be upregulated upon HGF stimulation in a lung cancer model and to promote the proliferation and survival of laryngeal squamous cell carcinoma [11,21]. The LDHA gene encodes the LDHM subunit of lactate dehydrogenase. This enzyme acts at the crossroad between oxidative phosphorylation and glycolysis, as it can catalyze the conversion of pyruvate to lactate. Pyruvate can otherwise be transported to the mitochondrion, where it is converted to acetyl-CoA and is used for preparation of precursors for oxidative phosphorylation in the Krebs cycle. Which reaction a lactate dehydrogenase is catalyzing, pyruvate into lactate or vice versa, depends on its subunit composition. LDH isoforms that contain predominantly subunit M preferably catalyze the conversion of pyruvate into lactate; therefore, a higher level of this isoform can indeed promote glycolysis [22].

Interestingly, HGF stimulation of Detroit 562 resulted in substantial downregulation of alcohol dehydrogenases 1B, 1C, and ADH7 (Figure 5a and Figure 6e). This was also seen in FaDu cells, but to a lesser extent. 

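In FaDu, ADH1B had 67.43 ± 29.9 normalized counts in control and 32.1 ± 12.5 in HGF-treated cells, a log2 fold change of -1.07 (standard error 0.598, adjusted p = 0.641 from edgeR), and ADH1C had 62.85 ± 27.6 and 29.85 ± 11 (-1.07, standard error 0.587, adjusted p = 0.641). The genes overlap, and reads in the overlap were counted for both. Both were lower in 3 of 3 pairs and were called in the blocked fit (adjusted p = 0.0142 and 0.0161). The response of ADH1B in Detroit 562 was below that in FaDu by a log2 difference of -2.21, which the interaction test did not pass without the block (adjusted p = 0.307) and passed with it (0.000656).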

We could confirm this downregulation for ADH1B on protein level (Figure 6f). In a gene expression study on laryngeal squamous cell carcinoma, a subtype of HNSCC, ADH1C, and ADH7 showed a tumor stage-dependent decreasing expression pattern [23]. Furthermore, in NSCLC, low expression of ADH1B and ADH1C is a prognostic marker for worse overall survival [24]. Even if there are few data available, one can hypothesize that lower ADH1B, ADH1C, and ADH7 levels might influence clinical outcome and overall survival in HNSCC. Further investigation in this field may help us understand the functional relevance of HGF-mediated ADH1B and ADH1C downregulation in HNSCC.

We also observed a link between HGF/Met signaling and FGF/FGFR signaling in our data. 

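In FaDu, FGFR1 had 84.8 ± 15.7 normalized counts in control and 97.42 ± 19.9 in HGF-treated cells (log2 fold change 0.20, adjusted p = 0.839 from edgeR), and in SCC-9 10.16 ± 3.3 and 16.66 ± 3.68 (0.72, adjusted p = 1). FGFR3 changed from 3905 ± 1120 to 2243 ± 735 in FaDu (-0.80, adjusted p = 0.597) and from 508.6 ± 104 to 368.8 ± 85.7 in SCC-9 (-0.46, adjusted p = 1). FGFR3 was lower in 3 of 3 pairs in both lines, and the blocked fit called it in both (adjusted p = 2.98e-05 and 0.0152). The interaction test did not separate Detroit 562 from FaDu for FGFR1 (log2 difference 1.15, adjusted p = 0.226) or FGFR3 (0.824), or from SCC-9 (0.556 and 0.547). The blocked fit separated it from FaDu for FGFR1 and FGFR3 (0.00254 and 0.0352) and from SCC-9 for FGFR3 alone (0.00127, with 0.281 for FGFR1).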

HGF signaling strongly influenced the balance between two FGF receptors: FGFR1 expression increased, whereas FGFR3 expression decreased (Figure 5b and Figure 7). The FGFR tyrosine kinase family participates in several aspects of cell biology, including cell survival, angiogenesis, proliferation, migration, and differentiation [25]. Similar to HGF/Met signaling, deregulation of FGFR signaling can lead to cancer progression. In addition, FGFR1 has been shown to have a direct influence on the Warburg effect by phosphorylating glycolytic enzymes pyruvate kinase M2 (PKM2) and pyruvate dehydrogenase kinase 1 (PDHK1) [26,27]. Furthermore, it has been demonstrated that inhibition of FGFR1 signaling in SQCLC cell lines may also have an impact on cancer cell growth by affecting glucose energy metabolism [28]. Further investigations will be necessary to elucidate if FGFR signaling has an impact on glucose metabolism in HNSCC and what the connections to HGF/Met signaling are.

Our findings confirm the results of a study from Kumar and colleagues [29]. They recently reported on HGF-related upregulation of glycolysis in HNSCC cells and further investigated the role of HGF/Met signaling in an in vivo model. Consistent with our findings, they reported an upregulation of HK2, PFK1, and MCT1 in HGF-stimulated HNSCC cell lines. The gene encoding MCT1 was overexpressed in HGF-stimulated Detroit 562 (Table S1, log_2_ fold increase of 0.44), as well as the gene for PFK1 (the PFKP isoform, log_2_ fold change of 0.44, *p*_adj_ < 0.1, Figure 5a). Furthermore, they found that HGF triggers increased bFGF secretion, which in turn leads to increased oxidative phosphorylation and HGF secretion in cancer-associated fibroblasts (CAFs). Also, bFGF is one of the upregulated genes in Detroit 562, showing a log_2_ fold change of 0.37 (Supplementary Table S1, *p*_adj_ < 0.1).

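SLC16A1, which encodes MCT1, lies on chromosome 1 of GRCh38 from 112911847 to 112957013. In Detroit 562 it rose from 2683 ± 659 to 3661 ± 668 normalized counts (log2 fold change 0.45, standard error 0.133, adjusted p = 0.0225 from edgeR). It was higher in 3 of 3 pairs, and the exact permutation test gave p = 0.2. SLC16A1 missed the threshold without control 1 (log2 fold change 0.33, adjusted p = 0.132), control 2 (0.37, 0.107) or HGF 3 (0.30, 0.129), and in a fit of the 6 Detroit 562 libraries alone (adjusted p = 0.123). PFKP, on chromosome 10 from 3066333 to 3137712, rose from 10360 ± 1330 to 14080 ± 290 (log2 fold change 0.44, standard error 0.0726, adjusted p = 0.00123). Without control 1 its log2 fold change was 0.37, under the minimum of 0.4.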

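FGF2, which encodes bFGF, lies on chromosome 4 of GRCh38 from 122826708 to 122898236. In Detroit 562 its normalized count was 817.7 ± 177 in control and 1055 ± 129 in HGF-treated cells, a log2 fold change of 0.37 (standard error 0.286, adjusted p = 0.37 from edgeR). It was higher in 3 of 3 pairs, and the exact permutation test gave p = 0.3. In the blocked fit the adjusted p was 0.00447 at a log2 fold change of 0.38, which is under the minimum of 0.4.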

Our data make it possible to directly compare the gene expression of an HNSCC cell line reacting to HGF with glycolysis upregulation to the gene expression of two rather unresponsive ones. Of our tested cell lines only the one with the highest Met receptor level showed a strong metabolic effect. Therefore, the amount of Met receptor expressed by the cells could be crucial. Furthermore, these results suggest that HGF affects not only FGFR-signaling in CAFs, but could also affect FGFR signaling in HNSCC cells themselves. These findings should definitely be explored further by investigating other HNSCC cell lines expressing high levels of Met receptor or tumor samples.

Together with the Kumar study, our study provides evidence that HGF/Met signaling may play an important role in maintaining a central hallmark of cancer, the Warburg effect. We believe that these metabolic changes also result in an immunosuppressive tumor microenvironment. This is relevant for new immunotherapies that have recently entered the field of head and neck cancer treatment.

## 4. Materials and Methods

### 4.1. Cell Lines

HNSCC cell lines were obtained from ATCC. Detroit 562 and FaDu were cultured in MEM-α and SCC-9 in DMEM F12 (+HEPES) containing 400 ng/mL hydrocortisone (Thermo Fisher Scientific, Waltham, MA, United States).

### 4.2. Western Blotting

Cells were seeded in 6-well plates (500,000 cells/mL) and on the next day treated with 50 ng/mL HGF or with 50 ng/mL HGF and 0.5 µM foretinib/PHA-665752 (Selleck Chemicals, Munich, Germany) or were left untreated. In the case of p-MET detection, cells were kept for 30 min at 4 °C after stimulation. For HKII and LDHA detection, cells were incubated at 37 °C for 48 h, for ADH1 detection at 37 °C for 24 h. For sample preparation, cells were washed with 2 mL PBS and scraped off in 200 µL lysis buffer (10 mM Tris-HCl pH 7.6, 5 mM EDTA, 50 mM NaCl, 30 mM Na_4_P_2_O_7_, 50 mM NaF, 1 mM Na_3_V0_3_, 1% Triton x-1000, protease inhibitor mix, and phosphatase inhibitor mix (cOmplete, Roche, Basel, Switzerland). Samples were sonicated with an amplitude of 25% for 20 s (model 4010, Branson, Danbury, United States). The total protein concentration was measured (DC Protein Assay Kit, Bio-Rad, Hercules, CA, United States), and the same amounts of protein per sample were loaded onto 12% SDS gels. After the gel was run and blotted, nitrocellulose membranes were blocked with 5% dry milk in TBS for 1 h. Blots were incubated overnight at 4 °C with primary antibodies anti-p-Met (Cell Signaling, Danvers, United States, #3077, 1:1000 in TBS), anti-total Met (Cell Signaling #3127, 1:100 in TBS with 5% dry milk and 0.1% Tween 20), anti-HKII (Cell Signaling #2867, 1:1000 in TBS with 0.1% Tween 20 and 5% BSA), anti-LDHA (Cell Signaling #3582, 1:1000 in TBS with 0.1% Tween 20 and 5% BSA), anti-ADH1 (Cell Signaling #5295, 1:1000 in TBS with 0.1% Tween 20 and 5% BSA) and anti-tubulin (Thermo Fisher Scientific, Waltham, United States, 1:4000 in TBS). The next day, after washing three times for 5 min with TBS containing 0.1% Tween 20 (TBS-T), blots were incubated with the appropriate HRP-coupled secondary antibodies, washed again 3 times for 10 min with TBS-T, and subjected to signal detection (ECL Western Substrate, Pierce; ChemiDoc Imaging System, Bio-Rad). If applicable, blots were incubated 2 times for 10 min in stripping buffer (0.2 M glycine, 3.5 mM SDS, 1% Tween 20, pH 2.2). After washing (4 times for 5 min with TBS-T), the blots were blocked and reprobed.

### 4.3. Cytotoxicity and Proliferation Assays

For testing the impact of the two tyrosine kinase inhibitors, 10,000 cells per well were seeded in 96-well plates and on the next day were kept untreated or were treated in triplicate with increasing concentrations of foretinib and PHA-665752 (C_max_ = 24 µM and C_max_ = 60 µM, respectively, Selleck Chemicals, Munich, Germany). After 48 h, the supernatant was discarded, and the cells were incubated for 10 min with 50 µL 0.5% (*w*/*v*) crystal violet solution and washed three times using distilled water. Crystal violet was dissolved in 100 µL 98% methanol per well, and absorption at 595 nm was measured (Photometer Infinite F50, Tecan, Männedorf, Switzerland). For determination of IC_50_ values, data were normalized on a scale of 0%–100% viability and fitted with the software Prism (GraphPad, San Diego, United States) using nonlinear regression, log(inhibitor) vs. normalized response (variable slope).

HGF-dependent proliferation was also determined using a crystal violet assay as described above. The cells were seeded at a density of 4000 cells/well in 96-well plates and incubated overnight. The next day, HGF was added, and the cells were incubated for another 72 h until the crystal violet test was performed.

### 4.4. mRNA Sequencing

Cells were seeded in 6-well plates (750,000 cells/well) and on the next day were treated with 50 ng/mL HGF or were left untreated. After 16 h of treatment, the cells were washed with 2 mL cold PBS and detached from the plate using 1 mL of 10% Trypsin-EDTA (Merck, Darmstadt, Germany). Cells were centrifuged for 5 min at 2000 rpm and 4 °C. Total RNA was isolated using a commercially available kit (RNeasy Mini Kit, Qiagen, Hilden, Germany). Cells were lysed using 350 µL RLT lysis buffer, and a syringe and needle were used for homogenization. Further processing was performed as described in the instructions provided by the manufacturer. The experiment was repeated twice.

RNA quality was checked using a 2100 Bioanalyzer with RNA 6000 Nano kits (Agilent, Santa Clara, United States). The RIN for all samples was between 9.6 and 9.9. A total of 0.6 µg of every sample was used to generate libraries with the TruSeq stranded mRNA kit (Illumina, San Diego, United States) according to the manufacturer’s instructions. Libraries were quantified via a Qubit 3.0 Fluorometer (Thermo Fisher Scientific, Waltham, United States), and quality was checked using a 2100 Bioanalyzer with DNA 1000 kits (Agilent). Sequencing of the pooled libraries was performed in single-end mode using High Output Kits v2/2.5 (75 cycles) on the NextSeq 500 platform (Illumina). For each library between 34 and 42 million reads were generated. The sequencing data are available at the Gene Expression Omnibus (GEO) [30] under accession number GSE135552.

To assure high sequence quality, Illumina reads were quality- and adapter-trimmed via Cutadapt [31] version 1.16/1.17 using a cutoff Phred score of 20 in NextSeq mode, and reads without any remaining bases were discarded (command line parameters: --nextseq-trim=20 -m 1 -a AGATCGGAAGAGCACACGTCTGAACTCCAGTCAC).

After trimming, we aligned the resulting reads to the human genome (GRCh38.p12) using STAR [32] version 2.5.2b with default parameters and including GENCODE [33] Human Release 28 transcript annotations to support the mapping.

For all studied samples, the proportion of reads uniquely mapped to the human reference genome ranged between 86% and 88% in total. The sequences aligning to specific gene annotations from GENCODE (see above) were quantified using BEDTools [34] (bedtools intersect -S -wa -c -a GENE_ANNOTATION_FILE -b BAM_FILE). Next, differentially expressed genes between HGF-treated and untreated libraries for each cell line were identified using DESeq2 [35] (version 1.22.1). Here, a count table with read counts for all cell lines was used as input. Read Counts were normalized by DESeq2 and fold-change shrinkage was applied by setting the parameter “betaPrior=TRUE”. For each pairwise comparison, all genes with log_2_ fold change ≥ |+/−0.4| and *p*_adj_ < 0.1 were considered significantly differentially expressed. Heatmaps were generated using the “clustermap” function of the Python library seaborn (version 0.9.0) with linkage method “average” and metric “euclidean” for hierarchical clustering.

Functional enrichment analysis was conducted using the Bioconductor/R package clusterProfiler (3.12.0) [36]. At first KEGG annotations for human pathways (hsa) were downloaded via the clusterProfiler function download_KEGG. Next, Entrez Gene IDs and gene names were mapped to GENCODE gene annotations based on ENSEMBL gene IDs using the mapIds function with the AnnotationDbi (1.46.0) and org.Hs.eg.db (3.8.2) Bioconductor/R packages (Tables S1–S3). Enriched pathways were identified via the clusterProfiler function enricher using Entrez Gene IDs of significantly up- or downregulated genes and downloaded KEGG annotations as input. If more than one Entrez Gene ID was mapped to a GENCODE gene only the first ID in the list was considered. To include all available pathways, also nonsignificant ones, in the output tables, the parameters pvalueCutoff and qvalueCutoff were set to 1.1.

### 4.5. qPCR

Stimulation and RNA isolation was performed as described for mRNA sequencing. First, 1 µg RNA was subjected to cDNA generation using the QuantiTect Reverse Transcription Kit (Qiagen, Hilden, Germany) according to the instructions provided by the manufacturer. Next, 20 ng cDNA was used in the PCR reaction with 1.5 µL of the appropriate primer (QuantiTect Primer Assay, Qiagen) and 12.5 µL of a ready-to-use qPCR master mix (QuantiTect SYBR Green PCR Kit, Qiagen). The thermal cycling program was composed of initial denaturation at 95 °C for 15 min, 39 cycles at 95 °C for 15 s, 30 s at 54 °C, and 30 s at 72 °C. Duplicates for each data point were measured. The gene for β-actin was used as internal control and the 2^−ΔΔCt^ method [37] for relative quantification of gene expression.

### 4.6. Measuring Glycolysis with an Extracellular Flux Analyser

To measure differences in glycolysis, glycolysis rate assays were performed using a Seahorse XF 96 analyzer (Agilent, Santa Clara, CA, United States). Assay medium was DMEM without phenol red (D5030, Merck, Darmstadt, Germany), supplemented with 5 mM HEPES, 10 mM glucose, 2 mM l-glutamine, and 1 mM pyruvate. Using 1 N NaOH, the pH was adjusted to 7.4. A total of 15,000 cells/well were seeded in 96-well XF cell culture plates using standard medium and stimulated with 50 ng/mL HGF alone or in combination with 50 µg/mL PHA the next day. Cells treated only with medium were used as controls. For each tested condition, 10 wells were seeded. After 48 h, the assay was performed as described by the manufacturer. The medium on the cells was removed, and the cells were washed with 200 µL assay medium twice and incubated with 200 µL assay medium at 37 °C for 1.5 h. Directly before the start of the assay, assay medium was removed, and 180 µL fresh, warm assay medium was added. The following final concentrations of inhibitors were used: 0.5 µM rotenone/antimycin A (Merck, Darmstadt, Germany) and 50 mM 2-deoxy-d-glucose (2-DG, Merck, Darmstadt, Germany). After the measurement, cells were fixed using 75% ethanol and stained with 0.1% (*w*/*v*) crystal violet in 20% ethanol. The assay plate was washed with ddH_2_O and dried at room temperature. Absorption was measured at 595 nm using 10% acetic acid, and results were used for normalization of the data.

## Figures and Tables

**Figure 1:**
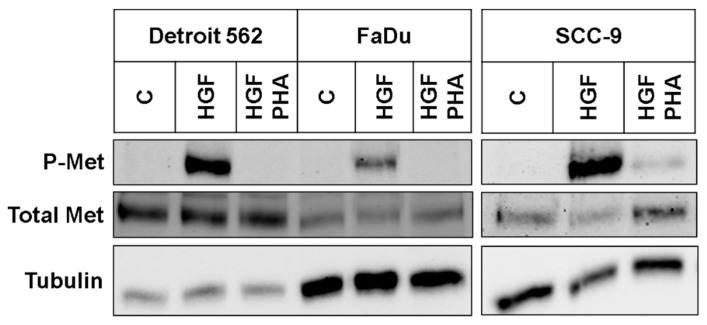
Hepatocyte growth factor (HGF) activates the Met receptor on the investigated cell lines. Results of immunoblotting using an antibody recognizing Met receptors phosphorylated at Tyr1234/Tyr1235 (P-Met). Cells were treated for 30 min with 50 ng/mL HGF (HGF), HGF plus 50 µM PHA-665752 (HGF PHA), or neither (C). Blots were stripped and reprobed using a Met-specific antibody recognizing total Met. As a loading control, lower parts of the blots were incubated with an antibody recognizing tubulin. SCC-9 samples were loaded onto a separate gel. A typical experiment out of three is shown.

**Figure 2:**
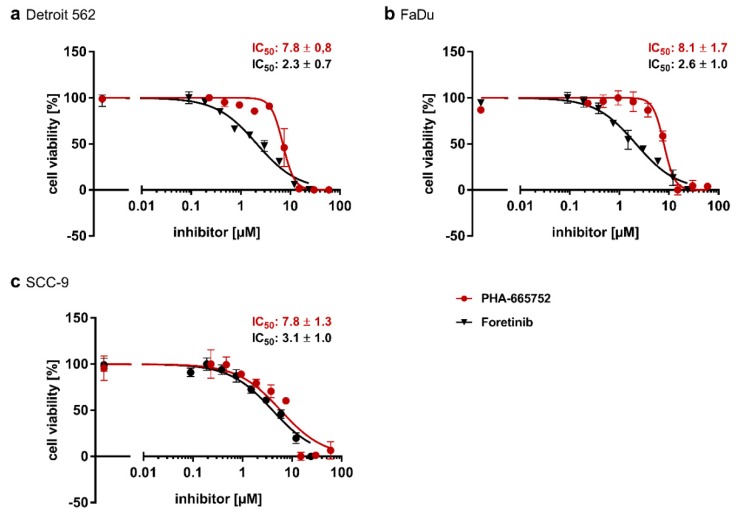
Concentration-dependent effect of two Met kinase inhibitors on viability of cell lines Detroit 562 (**a**), FaDu (**b**), and SCC-9 (**c**). Cells were incubated with different concentrations of tyrosine kinase inhibitors PHA-665752 and foretinib or treated with medium alone (first datapoint on the left) for 48 h. Afterwards, cells were stained with crystal violet, and absorption at 595 nm was measured. Data were fitted with GraphPad Prism using nonlinear regression, log(inhibitor) vs. normalized response (variable slope), resulting in the IC_50_ values shown next to the graphs. IC_50_ values are means with SD of at least three independent experiments.

**Figure 3:**
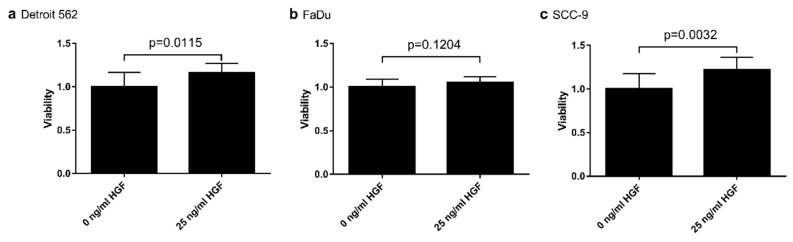
Effect of HGF on proliferation of cell lines Detroit 562 (**a**), FaDu (**b**), and SCC-9 (**c**). Cells were treated with or without HGF for 72 h. Afterwards, cells were stained with crystal violet, and absorption at 595 nm was measured. Result of untreated cells was set as one.

**Figure 4:**
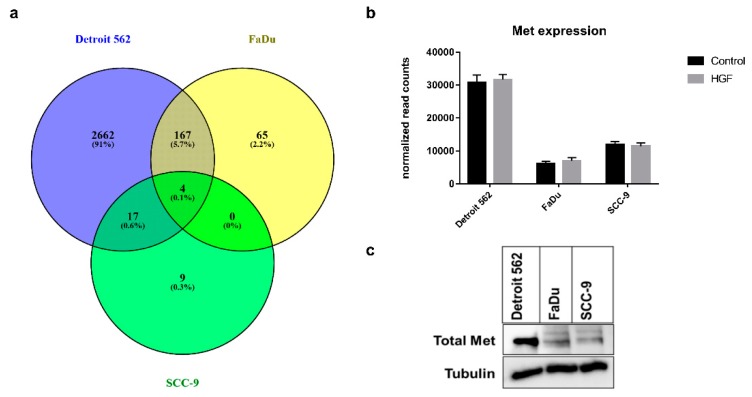
(**a**) Venn diagram showing the differences and overlap in induced or downregulated genes between the three cell lines upon 16 h of HGF stimulation (50 ng/mL). Genes with a difference in expression of ≥ 0.4 or ≤ -0.4 (log_2_ fold change) and *p*_adj_ < 0.1 (see Materials and Methods) were considered induced/downregulated. (**b**) Diagram showing mRNA sequencing-based normalized gene expression levels for the gene MET. HGF-stimulated samples in grey, unstimulated control in black. (**c**) Immunoblotting showing the protein expression of MET in the investigated cell lines (Total Met). As a loading control, the blot was reprobed using an antibody recognizing tubulin. A typical experiment out of three is shown.

**Figure 5:**
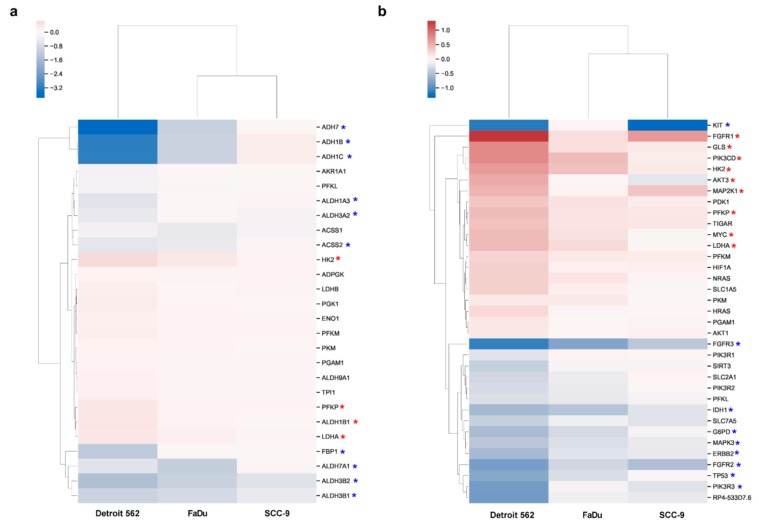
Heat maps of mRNA-sequencing results showing genes participating in KEGG pathway hsa00010, glycolysis/gluconeogenesis (**a**) or KEGG pathway hsa05230, central carbon metabolism in cancer (**b**). The color scale indicates log_2_ fold changes between the HGF-stimulated sample and the unstimulated control. Upregulated genes are depicted in red, downregulated genes in blue colors, and unaltered genes in white. Only pathway-specific genes with *p*_adj_ < 0.1 in Detroit 562 are shown. Red asterisks indicate genes with a log_2_ fold change ≥ 0.4, blue asterisks indicate genes with a log_2_ fold change ≤ −0.4.

**Figure 6:**
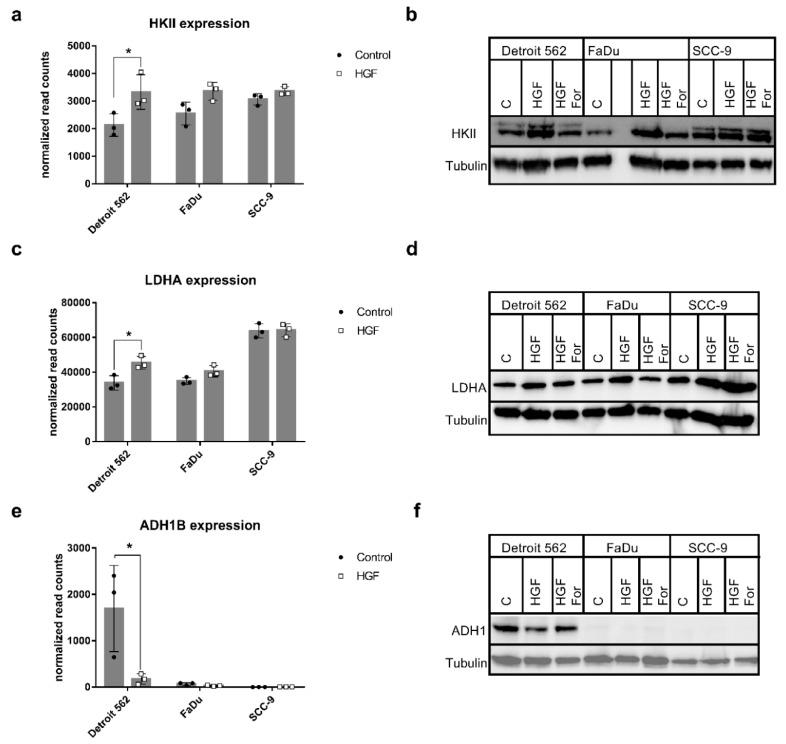
Differential expression of genes participating in glycolysis/gluconeogenesis. (**a**,**c**,**e**) Diagrams show normalized gene expression levels resulting from mRNA sequencing for genes HKII (**a**), LDHA (**b**), and ADH1B (**e**). HGF-stimulated samples are shown in grey, untreated controls in black. *: *p*_adj_ < 0.1. *(***b**,**d**,**f**) Western blots with lysates of cells stimulated for 48 h (24 h in case of ADH1) with 0.6 nM HGF (HGF), HGF plus 500 nM foretinib (HGF For), or neither (C) for the indicated proteins. Blots were stripped and reprobed with an antibody specific for tubulin to show differences in gel loading. A typical experiment out of three is shown.

**Figure 7:**
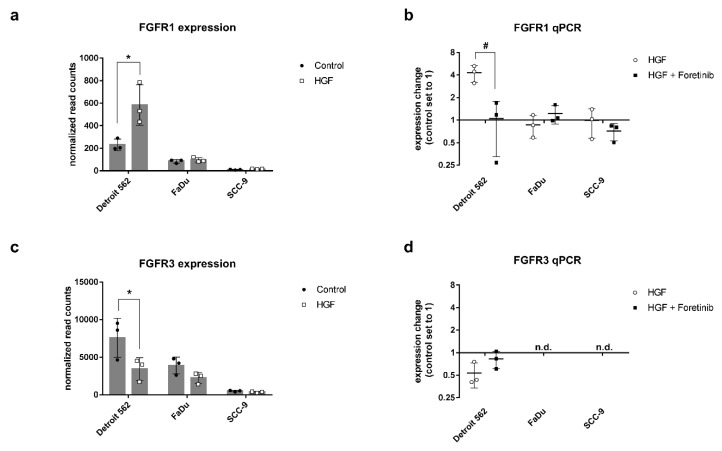
Differential expression of genes of the FGFR family. (**a**,**c**) Diagrams show normalized gene expression levels resulting from RNA sequencing for FGFR1 (**a**), and FGFR3 (**c**). HGF-stimulated samples are shown in grey, untreated controls in black. *: *p*_adj_ < 0.1. (**b**,**d**) qPCR results for FGFR1 and FGFR3. RNA was isolated after 20 h of stimulation with 0.6 nM HGF or HGF and foretinib (500 nM). Shown are expression changes in relation to the untreated control, which was set to one. #: *p* < 0.05. n.d.: not detectable.

**Figure 8:**
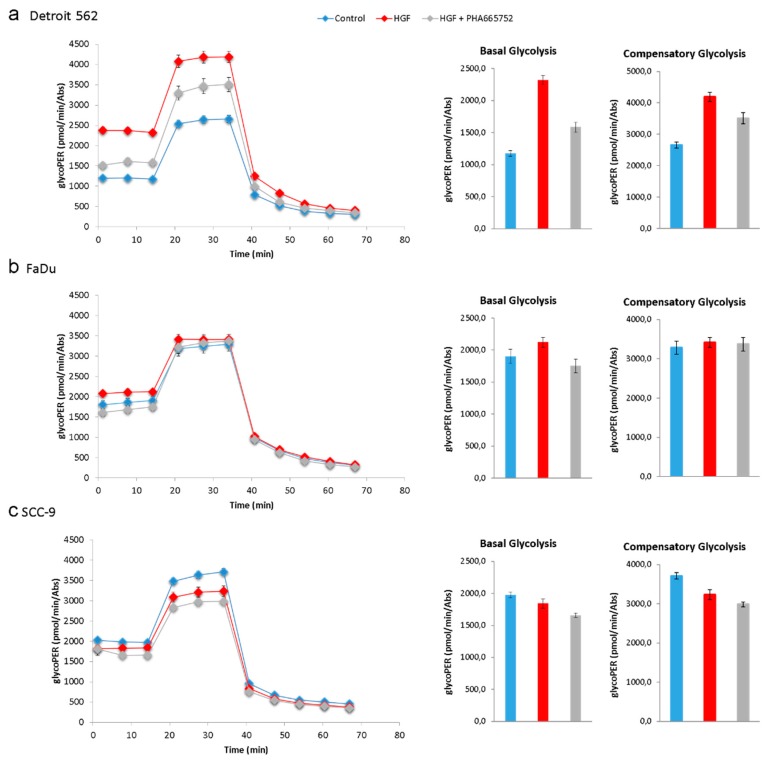
Glycolytic proton efflux is increased upon HGF stimulation in Detroit 562 cells. Detroit 562 (**a**), FaDu (**b**) and SCC-9 cells (**c**) were stimulated with 50 ng/mL HGF (red), 50 ng/mL HGF, and 50 µg/mL PHA-665752 (grey) or neither (Control, blue). After 48 h, the glycolytic proton efflux rate (glycoPER) was measured. On the left side, kinetic graphs are shown with eleven datapoints from left to right. First, basal glycolysis was measured (first three datapoints), and mitochondrial function was inhibited using an injection of rotenone A and antimycin A (after measurement 3). Measurements 4–6 were used to measure compensatory glycolysis. To prove that the measured proton efflux was mainly produced by glycolysis, glycolysis inhibitor 2-DG was injected after measurement 6, resulting in a rapid decline of proton efflux (datapoints 7–11). On the right side, glycoPER values for basal and compensatory glycolysis are shown as bar charts (corresponding to values of datapoints 3 and 6 in the kinetic graphs). Raw data were normalized using absorbance at 595 nm of crystal violet-stained cells. Datapoints are means with SEM, *n* = 10. A typical experiment out of at least three is shown.

**Table 1:** Upregulated signaling pathways upon HGF stimulation in Detroit 562. Ranking based on adjusted *p*-value (*p*.adjust). Results of the first seven pathways on the list and of two pathways of interest are shown. Only genes that are part of at least one of the pathways listed in KEGG and that show a difference in expression of ≥ 0.4 (log_2_ fold change) and *p*_adj_ < 0.1 are included.

Rank	ID ^1^	Description	GeneRatio ^2^	BgRatio ^3^	*p*.adjust ^4^
1	hsa03008	Ribosome biogenesis in eukaryotes	22/408	105/7946	3.3 × 10^−6^
2	hsa05205	Proteoglycans in cancer	30/408	204/7946	2.1 × 10^−5^
3	hsa04510	Focal adhesion	26/408	199/7946	0.0009
4	hsa04010	MAPK signaling pathway	33/408	295/7946	0.0013
5	hsa04012	ErbB signaling pathway	14/408	85/7946	0.0054
6	hsa04151	PI3K-Akt signaling pathway	35/408	354/7946	0.0063
7	hsa05222	Small cell lung cancer	14/408	92/7946	0.0084
**33**	**hsa05230**	**Central carbon metabolism in cancer**	**9/408**	**69/7946**	**0.0707**
**186**	**hsa00010**	**Glycolysis/Gluconeogenesis**	**4/408**	**68/7946**	**0.7171**
**Total 278**					

^1^ ID: identification number of the pathway at Kyoto Encyclopedia of Genes and Genomes (KEGG). ^2^ GeneRatio: number of upregulated genes in this pathway/total number of upregulated genes. ^3^ BgRatio: total number of genes in this pathway/total number of genes in KEGG. ^4^ *p*.adjust: adjusted *p* value for indicated pathway.

**Table 2:** Downregulated signaling pathways upon HGF stimulation in Detroit 562. Ranking based on adjusted *p*-value (*p*.adjust). Results of the first seven pathways on the list and of two pathways of interest are shown. Only genes that are part of at least one of the pathways listed in KEGG and that show a difference in expression of ≤ −0.4 (log_2_ fold change) and *p*_adj_ < 0.1 are included.

Rank	ID ^1^	Description	GeneRatio ^2^	BgRatio ^3^	*p*.adjust ^4^
1	hsa05204	Chemical carcinogenesis	28/763	82/7946	2.7 × 10^−7^
2	hsa00980	Metabolism of xenobiotics by cytochrome P450	24/763	76/7946	1.2 × 10^−5^
3	hsa00053	Ascorbate and aldarate metabolism	12/763	27/7946	0.0002
4	hsa00860	Porphyrin and chlorophyll metabolism	15/763	42/7946	0.0003
5	hsa00140	Steroid hormone biosynthesis	18/763	60/7946	0.0005
6	hsa05322	Systemic lupus erythematosus	29/763	133/7946	0.0009
7	hsa00982	Drug metabolism—cytochrome P450	19/763	72/7946	0.0014
**86**	**hsa00010**	**Glycolysis/Gluconeogenesis**	**10/763**	**68/7946**	**0.4096**
**113**	**hsa05230**	**Central carbon metabolism in cancer**	**9/763**	**69/7946**	**0.5790**
**Total 311**					

^1^ ID: identification number of the pathway at Kyoto Encyclopedia of Genes and Genomes (KEGG). ^2^ GeneRatio: number of upregulated genes in this pathway/total number of upregulated genes. ^3^ BgRatio: total number of genes in this pathway/total number of genes in KEGG. ^4^ *p*.adjust: adjusted *p* value for indicated pathway.

## Supplementary Materials

Supplementary materials can be found at https://www.mdpi.com/1422-0067/21/2/471/s1.

## Abbreviations

CNV	Copy Number Variation
PET/CT	Positron Emission Tomography/Computed Tomography
IC_50_	Inhibitory concentration 50%
*p*_adj_	Adjusted *p* value single gene
*p*.adjust	Adjusted *p* value pathway
PER	Proton Efflux Rate
GlycoPER	PER derived from Glycolysis
RIN	RNA integrity number

How the deposited data were processed for this re-analysis (not part of the article)

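mRNA sequencing was analysed for 18 libraries of the HNSCC cell lines Detroit 562, FaDu and SCC-9, 3 of untreated cells and 3 of cells treated with 50 ng/mL HGF in each line. The paper and the sample records give 16 h of treatment and the series record gives 48 h, and the samples were mapped by the paper. Values from blots, quantitative PCR, metabolic flux and proliferation assays were not analysed here.

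The authors made stranded mRNA libraries, trimmed the reads with Cutadapt, aligned them with STAR to GRCh38 with the GENCODE 28 annotation and counted reads per gene with bedtools. The values are raw counts, whole numbers without normalization. A read was counted for every gene on its strand whose extent it overlapped. Of 19901 genes, 2498 lie in 2056 overlapping pairs on the same strand, and 254 of these pairs had counts within a ratio of 0.9 of each other in every library, among pairs with a mean count of at least 50. The table also holds 18 duplicates of genes in the pseudoautosomal regions. Of the genes, 19802 matched the GENCODE 44 annotation by identifier, 19664 of them protein-coding.

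Total counts on genes ranged from 35304770 to 44003970 per library. They ranged from 37431702 to 42879349 in control and from 35304770 to 42964310 in HGF-treated Detroit 562, from 39410093 to 42431562 and from 39668986 to 44003970 in FaDu, and from 37644764 to 40247707 and from 39428832 to 40532052 in SCC-9. A read in overlapping genes adds to these totals more than once, so they are not read numbers. Fitted fold changes of genes with a few counts per library depend on the prior count.

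The counts were analysed in R 4.3.3 with edgeR 4.0.16, limma 3.58.1, DESeq2 1.42.0 and GenomicRanges 1.54.1. Genes were filtered with filterByExpr on the 6 groups, which left 15475. After TMM normalization a quasi-likelihood model with 1 mean per cell line and treatment was fitted to all libraries. Contrasts were HGF minus control in each line, the difference of these contrasts between lines, and untreated lines against each other. Adjusted p values are from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment over all genes tested unless another tool is named. A gene was called at an adjusted p below 0.1 and an absolute log2 fold change of at least 0.4, the thresholds the paper gives. Interactions used the adjusted p alone. Normalized counts of single genes were also compared with two-sided exact permutation tests, whose smallest p with 3 libraries against 3 is 0.1.

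Lists of genes were tested as sets with voom and fry, with adjustment over 30 tests, 10 lists in 3 lines. They were 6 families chosen by symbol (laminins, integrins, glutathione S-transferases, UDP-glucuronosyltransferases, alcohol dehydrogenases and aldehyde dehydrogenases) and 4 lists of core glycolysis, ERK feedback, interferon response and squamous differentiation genes. The genes named singly were those the paper names for mRNA sequencing or marks in Figure 5, and in each line the 5 with the largest rise and the 5 with the largest fall among called genes that moved the same way in all 3 same-numbered pairs. Members of the lists could be named as members. The paper's values for its own genes had been seen. Genes named outside this rule, chosen after their values were seen, are NFKBIA, SOD2, RP1-56L9.7, CSF3, CXCL10, MAGEA4 and PRAME.

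The replicate numbers were tested for pairing by correlating, across genes, the deviations of control and HGF libraries from their group means. Genes are not independent replicates in such a correlation. Libraries of the same number correlated at 0.295, 0.161 and 0.454 in Detroit 562, 0.376, 0.441 and 0.563 in FaDu and 0.332, 0.203 and 0.286 in SCC-9. Libraries of different numbers averaged -0.144, -0.227 and -0.136. The numbers therefore pair the libraries, and the model with the replicate number as a block within each line was run as an alternative. It was not combined with leaving out 1 library, so the fits without 1 library ignore the pairing.

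The fits were tested on simulated counts in which 200 genes of 1 line changed by a log2 of 1. Without a replicate effect the model without a block recovered 83.5% of them and the blocked model 84%. With a replicate effect of SD 0.3 on the log2 scale they recovered 34.5% and 75.5%, with 0% and 8.48% false calls. That effect was larger than the real median SD within groups, 0.141 in Detroit 562, 0.147 in FaDu and 0.0924 in SCC-9. The simulated dispersions also held the real replicate variation already, so the gain from the block in these data was not measured. DESeq2 with its prior gave 13% false calls without the effect and 0.813% with it. Unchanged lines gave 0 calls in each case.

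The thresholds, contrasts, lists, naming rule and most alternatives were fixed before the data were examined. Those alternatives were the replicate block, DESeq2's size factors and upper-quartile factors in edgeR, no filter, a stricter filter of at least 50 counts in 3 libraries, DESeq2 with and without its fold change prior, protein-coding genes alone, a fit of the 6 libraries of 1 line, no minimum fold change, a stricter threshold (adjusted p below 0.05 and a log2 fold change of at least 1), camera in place of fry, and each library left out in turn. A replicate factor shared by the 3 lines, in edgeR and in DESeq2 with and without the prior, and DESeq2 on the libraries of 1 line with and without a replicate block were added after the values had been seen. The scalings moved the median log2 fold change of all genes by less than 0.1. The paper's enrichment tables were used for their gene names, and its enrichment analysis was not rerun. Some genes marked in Figure 5 are not reported here. Of the paper's complete tables of tested genes, that for Detroit 562 is held here only in part and those for FaDu and SCC-9 were not used here.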

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

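All tests of reads or RNA from another cell line, of replicate spread and pair differences, of interaction splits with the replicate block, of library totals and of movement in the same direction were chosen after the result was seen, and the thresholds that define genes specific to a line were changed once after a first set had been tried. The counts over other splits without the block and the interaction tests were planned.

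One SCC-9 library lay far from the other 5 in genes of FaDu. The genes used had at least 10 CPM (counts scaled to library size) in FaDu, and were at least 200 times lower in the other SCC-9 libraries and at least 20 times lower in Detroit 562. Summed over 12 such genes, SCC-9 HGF 3 held 2.09% of the FaDu level, where the other 5 SCC-9 libraries held 0.0545% to 0.22%. The genes were chosen low in the other libraries, which favours the library tested. On 11 genes chosen by the median of all 6 libraries it held 2.08%, and the gap to the next library was 0.919 of the whole range, above the critical value of Dixon's test for 6 samples. Among the 12 genes, MAGEA4 had 176 counts in SCC-9 HGF 3 and 0 to 17 in the others, and PRAME 26 against 0. Of 6 combinations of a line with genes of another, 3 passed the critical value on genes chosen for each library and 2 on genes chosen by the median.

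An even exchange of reads among all pooled libraries is argued against for SCC-9 HGF 3, since genes specific to Detroit 562 stood at a median of 0.0177% of their level there. For an HGF response of SCC-9, the larger share in the other 2 HGF libraries was 0.0597%. The choice of genes low in the other libraries left out genes raised as far in every HGF library. This share therefore cannot argue against an HGF response. RNA or reads of FaDu in this library stay open, and the values they need were there. The median share over the 12 genes was 2.08%, with quartiles of 1.81% and 2.42%, so a small admixture of FaDu may be a candidate source. A first set of thresholds gave 2 genes and a share of 2.15%. Whether RNA, cells or reads were mixed was not tested, and no biological explanation was tested in a way that could exclude it. The alternatives that called genes in SCC-9 were not run again without this library.

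Detroit 562 HGF 3 also stood out in genes of FaDu. Over 13 such genes it held 0.437% of the FaDu level, against 0.0501% to 0.109% in the other 5 Detroit 562 libraries, with a gap of 0.848 of the range, and the genes chosen by the median of all 6 libraries gave the same values. Genes specific to SCC-9 had a median share of 0.0494% there, which argues against an even exchange among all libraries. The larger share in the other HGF libraries was 0.109%, which argues against an HGF response. RNA or reads of FaDu stay open, since the median share over the genes was 0.426% but the quartiles, 0.263% and 0.684%, spread more widely than a single source needs. The first thresholds gave 5 genes and a share of 0.388%. Their quartiles, 0.347% and 0.459%, lay closer together, so the spread depended on the genes chosen. Leaving this library out moved the number of genes called in Detroit 562 by less than 1.5 times. No biological explanation beyond HGF was tested.

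FaDu control 1 passed the critical value in genes specific to Detroit 562 only on genes chosen for each library separately. On 1 set of 27 genes for all 6 libraries it held 0.209% of the Detroit 562 level against 0.129% to 0.165% in the others, a gap of 0.55 of the range that did not pass, so it was not set apart. Neither explanation tested could be excluded. The median share was 0.126% for Detroit 562 genes and 0.0367% for SCC-9 genes, too close, given their spread, for RNA of Detroit 562 and an even exchange of reads among libraries to be told apart. With the first thresholds this library was not raised. No biological explanation was tested. Without FaDu control 1, 0 genes were called in FaDu by edgeR, where 1247 had an unadjusted p under 0.05 with all libraries and DESeq2 with its prior called 66.

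The response to HGF differed between Detroit 562 and FaDu in 37 genes and between Detroit 562 and SCC-9 in 143, by the interaction test in edgeR with Benjamini-Hochberg adjustment. Of 21 splits of the libraries without the block, the real one included, 3 and 4 gave as many genes. This tally tests nothing, since each other split among these kept the real split of Detroit 562 and with it the response of that line. The drawn splits that changed Detroit 562 gave 0 genes, but a line of 6 libraries has 10 splits, too few to exclude chance. For FaDu against SCC-9 the count was 0, so all 21 splits gave at least as many by construction (337 genes at an unadjusted p under 0.05 in edgeR, 5 called by DESeq2 with its prior). With the block the counts were 2956, 4170 and 204, and 6, 7 and 4 of the 32 splits that part every pair gave as many. This tests nothing either, since the others among these kept the real split of the first line named. Splits that changed it gave at most 2, 2 and 6 genes, but a line has 4 such splits, again too few to exclude chance. In the fit without the block the counts also depended on single libraries. They went from 4 without Detroit 562 control 1 to 450 without control 3 against FaDu. Against SCC-9 they went from 14 without Detroit 562 control 2 to 1240 without control 3. Without Detroit 562 HGF 3, the library discussed above, they were 17 and 59.

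Technical explanations for the larger number of regulated genes in Detroit 562 were weighed as well. The totals of the other lines were not lower, since the smaller of their medians was 1.06 times that of Detroit 562. Replicates of SCC-9 varied less than those of Detroit 562, with a ratio of median spreads of 0.654, so wider spread does not account for the low count in SCC-9. For FaDu the ratio was 1.04, with median SDs of 0.147 and 0.141 on the log2 scale, so the spread was slightly wider. As the whole cause it is argued against, since the median absolute log2 fold change over all genes tested was 0.107 in FaDu and 0.216 in Detroit 562, a ratio of 0.496, where spread alone would leave it as large. Whether the wider spread had a part stays open. For the pair differences, which the blocked fit uses, the ratio was 0.898, so wider spread is argued against for the blocked counts of 867 in FaDu and 3327 in Detroit 562. A smaller movement of the same genes stays open as well, since at least 77.2% of the genes called in Detroit 562 moved the same way in the other lines. A biological difference between the lines, such as their level of MET, was not tested, because with 3 lines level and line are confounded. Untreated SCC-9 had 1.95 times the MET of untreated FaDu, but fewer called genes in the blocked fit, 305 against 867. Between these 2 lines the blocked counts thus did not follow the level of MET. edgeR on the 6 libraries of the line went the other way, at 25 in SCC-9 and 0 in FaDu.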

How the results depend on the processing

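The shared replicate factor and DESeq2 on the libraries of 1 line were chosen after the values had been seen, and the other alternatives were planned. The cause of the changes below was not tested, except where fewer genes, fewer libraries or another threshold make them by construction.

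Of 51 results of the comparisons, 9 kept their direction and their side of the threshold under every alternative that was run on them. These were MET in untreated Detroit 562 against untreated FaDu and against untreated SCC-9, HK2, ADH1B and FGFR1 in Detroit 562, the core glycolysis and squamous differentiation lists in Detroit 562, the ERK feedback list in FaDu, and the glutathione S-transferase genes in SCC-9, which stayed under the threshold.

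The counts of regulated genes in FaDu and SCC-9, 4 and 0 in edgeR, were 867 and 305 with the replicate block, 45 and 7 with a shared replicate factor, 66 and 19 with DESeq2 and its prior, and 64 and 17 without the prior. With a shared replicate factor in DESeq2 they were 236 and 30 with the prior and 228 and 32 without. With DESeq2 on the 6 libraries of the line they were 41 and 29, and 234 and 63 with a block. edgeR on the 6 libraries of the line gave 0 and 25. With no minimum fold change SCC-9 had 3 genes, NFKBIA, SOD2 and RP1-56L9.7, and under the stricter threshold FaDu had 1. The Detroit 562 count of 2766 moved to 5276 with no minimum and 621 under the stricter threshold, by construction, and stayed within 1.5 times under the other alternatives that kept all libraries.

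The genes shared by Detroit 562 and FaDu, by Detroit 562 and SCC-9, by FaDu and SCC-9 and by all lines (3, 0, 0 and 0) were 606, 222, 133 and 114 with the block. DESeq2 gave 39, 11, 1 and 1 with its prior, 38, 10, 1 and 1 without, 171, 21, 4 and 4 with the prior and a shared replicate factor, and 166, 22, 4 and 4 with that factor and no prior. DESeq2 on the libraries of 1 line gave 33, 20, 2 and 2, and with a block 193, 46, 16 and 16. In edgeR a shared replicate factor gave 31 and 2 for the first 2 counts, the 6 libraries of the line 0 and 18, no minimum fold change 1 for Detroit 562 and SCC-9, and the stricter threshold 1 for Detroit 562 and FaDu.

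The interaction counts of 37, 143 and 0 were 2956, 4170 and 204 with the block, 270, 649 and 5 with DESeq2 and its prior, 261, 648 and 3 without the prior, 572, 1297 and 3 with the prior and a shared replicate factor, and 572, 1296 and 3 with that factor and no prior. A shared factor in edgeR gave 240 and 803 for the first 2.

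With the block, these set tests passed the threshold that they missed without it (median log2 fold change, adjusted p from fry). In Detroit 562 they were laminins (0.13, 0.000297), integrins (0.20, 3.01e-05) and glutathione S-transferases (-0.34, 0.000171). In FaDu they were laminins (0.22, 0.00195), integrins (0.20, 0.000171), glutathione S-transferases (-0.24, 0.00139), UDP-glucuronosyltransferases (-0.77, 0.000171), alcohol dehydrogenases (-1.07, 0.099), aldehyde dehydrogenases (-0.35, 0.00196), interferon response (-0.24, 0.00594) and squamous differentiation (-0.39, 0.000297). In SCC-9 they were integrins (-0.0164, 0.072), UDP-glucuronosyltransferases (-0.82, 0.0558), aldehyde dehydrogenases (-0.14, 0.099) and core glycolysis (0.0386, 0.0795). The genes up and down in Detroit 562 passed in FaDu (0.19, 0.000435 and -0.25, 0.000151) and SCC-9 (0.12, 0.00616 and -0.14, 0.000837). A shared factor did so for glutathione S-transferases in Detroit 562 (-0.34, 0.0168) and FaDu (-0.23, 0.0789), and in FaDu for UDP-glucuronosyltransferases (-0.77, 0.0168), alcohol dehydrogenases (-1.06, 0.068), aldehyde dehydrogenases (-0.33, 0.0789), squamous differentiation (-0.40, 0.076) and the genes up and down in Detroit 562 (0.19, 0.0518 and -0.25, 0.0375).

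The replicate block also changed how many genes of a list were called. In Detroit 562 the number down went from 1 to 2 for laminins, 3 to 5 for glutathione S-transferases, 9 to 11 for aldehyde dehydrogenases, 0 to 1 for ERK feedback, 7 to 12 for interferon response and 7 to 8 for squamous differentiation. In FaDu the number up went from 0 to 2 for laminins, 1 to 4 for integrins, 2 to 10 for ERK feedback and 0 to 1 for interferon response. The number down in FaDu went from 0 to 2 for glutathione S-transferases, 9 for UDP-glucuronosyltransferases, 2 for alcohol dehydrogenases, 7 for aldehyde dehydrogenases, 5 for interferon response and 3 for squamous differentiation. In SCC-9 it went from 0 to 9 down for UDP-glucuronosyltransferases, 1 down for aldehyde dehydrogenases, 6 down for interferon response, 7 up for ERK feedback and 1 up for glutathione S-transferases.

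On the 6 libraries of the line, UDP-glucuronosyltransferases (-1.42, 0.177), alcohol dehydrogenases (-3.26, 0.139), aldehyde dehydrogenases (-0.57, 0.329) and ERK feedback (0.85, 0.106) missed the threshold in Detroit 562 and interferon response in SCC-9 (-0.28, 0.11). UDP-glucuronosyltransferases (-0.82, 0.0953) and aldehyde dehydrogenases (-0.14, 0.0953) passed it in SCC-9, as did the genes up and down in Detroit 562 in FaDu (0.20, 0.0696 and -0.24, 0.0795) and SCC-9 (0.12 and -0.14, both 0.0696). With no filter, aldehyde dehydrogenases in Detroit 562 (-0.54, 0.133) and interferon response in SCC-9 (-0.28, 0.111) missed it, and with the stricter filter aldehyde dehydrogenases in Detroit 562 (-0.57, 0.105). Directions reversed, under the threshold, for integrins in SCC-9 on the 6 libraries (0.0680) and with the stricter filter (0.0321), for alcohol dehydrogenases in SCC-9 with no filter (-0.0158) and for LDHA in SCC-9 with upper-quartile factors (-0.00028).

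camera, with its preset correlation between genes, passed sets that fry did not. These were glutathione S-transferases in Detroit 562 (-0.33), in FaDu laminins (0.22), integrins (0.21), glutathione S-transferases (-0.24), UDP-glucuronosyltransferases (-0.75), aldehyde dehydrogenases (-0.36), core glycolysis (0.0273), interferon response (-0.25) and squamous differentiation (-0.39), in SCC-9 UDP-glucuronosyltransferases (-0.82), aldehyde dehydrogenases (-0.14) and core glycolysis (0.0385), and the genes up and down in Detroit 562 in FaDu (0.19 and -0.25) and SCC-9 (0.12 and -0.14). None of these held under fry in the fit of all libraries without the block.

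With each library left out in turn, the count ranged from 1586 to 3629 in Detroit 562 (lowest without control 1, highest without control 3), from 0 to 74 in FaDu (without control 1 and control 3, with 36 without HGF 2 and 1 without HGF 1 or HGF 3), from 0 to 47 for Detroit 562 and FaDu (without FaDu control 1 and control 3, with 22 without FaDu HGF 2 and 1 without Detroit 562 control 2 or HGF 1 or FaDu HGF 1 or HGF 3), and from 0 to 2 for FaDu and SCC-9 and for all lines (2 without FaDu HGF 2). Interactions ranged from 4 to 450 against FaDu and from 14 to 1240 against SCC-9. LDHA in Detroit 562 ranged from 0.36 to 0.54 (0.36 without control 1 or HGF 3) and FGFR3 from -1.39 to -0.82 (called in each case but without control 1, at -0.94). LDHA in SCC-9 ranged from -0.0343 to 0.0589, with a negative sign without control 2, control 3 (-0.0021), HGF 1 (-0.0277) or HGF 3 (-0.0027).

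In Detroit 562 the set medians ranged from -1.71 to -1.10 for UDP-glucuronosyltransferases and from -0.69 to -0.38 for aldehyde dehydrogenases, both missing the threshold without control 1, control 2 or HGF 3 (adjusted p from 0.109 to 0.243). Interferon response ranged from -0.73 to -0.47, missing it without the same 3 libraries (0.121, 0.131 and 0.162). Integrins ranged from 0.0684 to 0.35 (passing without control 3, 0.0503) and glutathione S-transferases from -0.43 to -0.21 (passing without control 3, 0.035, or HGF 1, 0.0953). In FaDu laminins ranged from 0.11 to 0.29 (passing without control 2, 0.0699, or HGF 1, 0.0515), squamous differentiation from -0.59 to -0.21 (passing without control 3, 0.0943, or HGF 2, 0.0857), the genes up in Detroit 562 from 0.15 to 0.25 and those down from -0.34 to -0.20 (passing without control 3, 0.0783, or HGF 2, 0.0724), and core glycolysis from -0.0126 (reversed without HGF 2) to 0.0949. In SCC-9 integrins ranged from -0.0321 to 0.0607 (reversed without any control or HGF 3), laminins from -0.0648 to 0.16 (reversed without control 3 or HGF 1), squamous differentiation from -0.25 to 0.0645 (reversed without HGF 1), ERK feedback from 0.30 to 0.52 and interferon response from -0.44 to -0.20. These last 2 missed the threshold without any SCC-9 library but control 1 (ERK feedback 0.141, 0.227, 0.205, 0.126 and 0.127, and interferon response 0.176, 0.21, 0.228, 0.123 and 0.127, without control 2, control 3, HGF 1, HGF 2 and HGF 3).

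For single genes and lists by direction, 873 values of other alternatives kept their side of the threshold or stayed within 1.5 times, 45 passed a threshold they had missed, 45 missed one they had passed, 40 moved and 1 reversed. With 1 library left out the numbers were 371, 2, 45, 10 and 4. The replicate block also called further single genes and differences between lines, not all of which are given. The stricter filter gave no value for genes it removed, such as ADH7. Genes with fewer than 10 counts per library, among them the genes with the largest fitted changes in Detroit 562, are limited by depth.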

Differences from the paper's values

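The shared replicate factor and DESeq2 on the libraries of 1 line were chosen after the paper's values and the values here had been seen. No cause of a difference is named, and the paper's methods name no replicate term.

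For FaDu the paper's number of regulated genes is 236 and the value here is 4. None of the alternatives set before the data were examined came within 1.5 times of it. DESeq2 with its fold change prior and a replicate factor shared by the lines gave 236, without the prior 228, and DESeq2 on the FaDu libraries with a replicate block 234, all 3 chosen after seeing the values. The first of these drops 2 of the 732 matched genes of the paper's downregulated Detroit 562 pathways and 0 of the matched genes of its other enrichment tables. Of 6 DESeq2 settings run, it alone gave all 6 of the paper's counts, and it is the setting under which the values fall on the paper's, not its stated method.

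For SCC-9 the paper's number is 30 and the value here is 0, with 641 genes at an unadjusted p under 0.05 in edgeR. Of the alternatives set before the data were examined, edgeR on the 6 SCC-9 libraries gave 25, within 1.5 times of the paper's value. The others did not, DESeq2 with its prior among them at 19. The shared replicate factor in DESeq2 gave 30 with the prior and 32 without, and DESeq2 on the SCC-9 libraries gave 29, all chosen after seeing the values.

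For Detroit 562 and FaDu the paper's number of shared genes is 171 and the value here is 3. None of the alternatives set before the data were examined came within 1.5 times. DESeq2 with a shared replicate factor gave 171 with the prior and 166 without, and DESeq2 on the libraries of 1 line with a block 193, all chosen after seeing the values. For Detroit 562 and SCC-9 the paper's number is 21 and the value here is 0. Of the alternatives set before the data were examined, edgeR on the 6 libraries of the line gave 18 and the others did not come within 1.5 times. The shared factor in DESeq2 gave 21 with the prior and 22 without, and DESeq2 on the libraries of 1 line 20, chosen after seeing the values.

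For ADH7 in Detroit 562 the paper's log2 fold change is -3.75 and the value here is -4.09 (standard error 0.679). None of the alternatives set before the data were examined came to the paper's value. They gave -3.59 with DESeq2 and its prior and from -5.14 to -3.58 with each library left out. The shared replicate factor in DESeq2 with the prior, chosen after seeing the values, gave -3.75.

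The paper states that SLC6A9, GBP1, JDP2 and TNFAIP2 were regulated in all lines. The edgeR model here called them in Detroit 562 alone, with 0 genes shared by all lines. The replicate block called all 4 in each line among 114 shared genes, DESeq2 with its prior GBP1 alone, edgeR on the 6 libraries of the line GBP1, JDP2 and TNFAIP2 in SCC-9 and none in FaDu, and DESeq2 with a shared replicate factor exactly these 4, with and without the prior. DESeq2 on the libraries of 1 line gave 2 genes shared by all, and with a block 16.

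The paper states a significant rise of the gene of bFGF, here FGF2 in Detroit 562. The adjusted p here was 0.37. It was below 0.1 with the replicate block (0.00447), and, chosen after seeing the values, with a shared factor in edgeR (0.0711) or DESeq2 (0.0774 with the prior, 0.0722 without), and with DESeq2 on the Detroit 562 libraries (0.0948, and 0.00204 with a block). In each of these the log2 fold change was under 0.4.

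The paper states that FGFR1 and FGFR3 changed most among the genes of hsa05230. FGFR1 had the largest rise here (1.35), but KIT in Detroit 562 fell further than FGFR3 in Detroit 562 (-1.20 against -1.14). FGFR3 fell further than KIT without Detroit 562 control 3 (-1.39 against -1.31), without HGF 1 (-1.38 against -1.13), and with DESeq2 on the Detroit 562 libraries with a block (-1.13 against -0.96). The paper states that glutathione S-transferases fell significantly and that laminins and integrins rose. As sets these 3 families missed the threshold here (adjusted p = 0.156, 0.501 and 0.225) and passed it with the replicate block.

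The paper ranks untreated Detroit 562 lowest in HK2. The mean here was lowest in Detroit 562 too, but it was not separated from FaDu (adjusted p = 0.115). Of the genes in the paper's enrichment tables, significant or not, edgeR on all libraries without the block called 3 of 73 up and 0 of 34 down in FaDu, and 0 of 1 up and 0 of 14 down in SCC-9.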

Other observations

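The tests of shared reads and of replicate differences along the HGF response were chosen after the result was seen, and the prediction for the UGT1A genes was reworded after a first form, nearly equal counts, was not met. The tests of length, GC content, the ERK interactions and the splits were planned.

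The real split of the libraries gave the most regulated genes in Detroit 562, 1 of 10 splits (next 554, for control 1, control 2 and HGF 1 together). In FaDu 3 of 10 splits gave at least as many (up to 1202, for control 1, control 2 and HGF 2), and in SCC-9 all 10. For genes shared by Detroit 562 and FaDu it was 3 of 10 (up to 522), and 10 of 10 for the 3 counts of 0. Where the count was 0, every split gives at least as many by construction, so nothing was tested in SCC-9 or for these 3 counts. With the replicate block the real split was 1 of the 4 that part every pair in each line, the others giving at most 5 genes. Chance cannot be excluded from 10 or 4 splits.

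The calls in Detroit 562 did not rest on gene length or GC content alone. After the trend with transcript length was removed, 91.5% of the called genes were still past the minimum fold change in the same direction, and after the trend with GC content 91.5% as well (89.8% and 89.4% with the block). A trend of these kinds is thereby argued against as the whole cause.

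The UGT1A genes and the pair ADH1B and ADH1C move together in Detroit 562. Reads in their overlaps were counted for each gene, and as the source of the joint movement they are a candidate explanation. The counts of the 9 UGT1A genes followed the order of their starts in 18 of 18 libraries, and the smallest count was a median of 0.786 times the largest. ADH1C had from 0.917 to 0.98 times the count of ADH1B over the 6 Detroit 562 libraries (median 0.934). Shared reads need an ordered series of counts in the first case and nearly equal counts in every library in the second, and these were there. A separate response of each gene could not be tested from these counts, and no biological explanation was tested.

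Untreated FaDu replicates differed along the HGF response of Detroit 562. Control 3 minus control 1 had a median of 0.176 over the genes up in Detroit 562 and -0.232 over those down. The same difference in Detroit 562 was 0.348 and -0.4. The lists were chosen on those libraries, but by the mean of all control libraries. That choice sets no direction for this difference if the replicates vary alike, and whether it had a part was not tested. In SCC-9 it ran the other way, at -0.089 and 0.0997, a difference between the lists of -0.189, so replicate differences in the same direction along the HGF response in every line are argued against. What sets the replicates of FaDu and of Detroit 562 apart stays open, and no biological explanation was tested.

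ERK feedback genes, a list of 15 known targets, rose with HGF in Detroit 562 (median log2 fold change 0.85, fry adjusted p = 0.0167, 11 called up, also adjusted over the list alone), in FaDu (0.72, 0.0294, 2 called and 10 adjusted over the list alone) and in SCC-9 (0.45, 0.0848, 0 called and 6 up and 1 down adjusted over the list alone). In SCC-9 the set missed the threshold without control 2 (0.141), control 3 (0.227), HGF 1 (0.205), HGF 2 (0.126) or HGF 3 (0.127). In Detroit 562 it missed it on the 6 libraries of the line alone (0.106). A larger rise in Detroit 562 than in FaDu was detected in neither fit, at a median difference of 0.07. The adjusted p was 0.855 by fry on the interaction and 0.896 with the block. Against SCC-9 the median difference was 0.31, and it passed with the block alone (0.286, and 0.0375 with the block). Both comparisons stay open, the first because a missed threshold does not exclude a difference, the second because the fits disagree.

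Interferon response genes (19) fell in Detroit 562 (-0.58, adjusted p = 0.0452, 7 called down and 8 adjusted over the list alone), with -0.25 in FaDu (0.264, 0 called and 1 adjusted over the list alone) and -0.28 in SCC-9 (0.0848, 0 called and 4 adjusted over the list alone). In Detroit 562 the set missed the threshold without control 1 (0.121), control 2 (0.131) or HGF 3 (0.162), and in SCC-9 without control 2 (0.176), control 3 (0.21), HGF 1 (0.228), HGF 2 (0.123) or HGF 3 (0.127). CXCL10 in SCC-9 had a log2 fold change of -1.25 (adjusted p = 0.664, and 0.00314 in the blocked fit). Squamous differentiation genes (15 tested) fell in Detroit 562 (-0.49, 0.0214, 7 called, also adjusted over the list alone), with -0.39 in FaDu (0.156) and -0.05 in SCC-9 (0.885), where the mean was positive at 0.02, and 0 called in both lines by either adjustment. Differences between lines were not tested for these lists.

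The other lists in FaDu and SCC-9 did not pass by fry in the fit of all libraries without the block. In FaDu the medians were 0.22 for laminins (fry, adjusted p = 0.225, 2 up adjusted over the list alone), 0.21 for integrins (0.238, 4 up adjusted over the list alone), -0.24 for glutathione S-transferases (0.281), -0.75 for UDP-glucuronosyltransferases (0.264, 9 down adjusted over the list alone), -1.07 for alcohol dehydrogenases (0.727), -0.36 for aldehyde dehydrogenases (0.472, 1 down adjusted over the list alone) and 0.03 for core glycolysis (0.472). In SCC-9 they were 0.02 for laminins (0.867), -0.02 for integrins (0.924, with a test direction of up), -0.06 for glutathione S-transferases (0.867, with a positive mean of 0.09), -0.82 for UDP-glucuronosyltransferases (0.559), 0.32 for alcohol dehydrogenases (0.986), -0.14 for aldehyde dehydrogenases (0.659) and 0.04 for core glycolysis (0.472). Adjusted over the list alone, 0 genes of each SCC-9 list were called.

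In SCC-9, 3 genes had an adjusted p below 0.1 without reaching the minimum fold change. They were NFKBIA (-0.38), SOD2 (-0.34) and RP1-56L9.7 (-0.34), each at 0.0466, and SOD2 and RP1-56L9.7 overlap on the same strand. Of the 87 genes up in SCC-9 in the blocked fit, 12 were at least 10 times higher in FaDu, and of the 218 down 13 were, against 492 of 15475 tested. This bears on the FaDu genes counted in SCC-9 HGF 3.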
